# Enhanced phenylpropanoid metabolism underlies resistance to *Fusarium oxysporum* f. sp. *vasinfectum* race 4 infection in the cotton cultivar Pima-S6 (*Gossypium barbadense* L.)

**DOI:** 10.3389/fgene.2023.1271200

**Published:** 2024-01-08

**Authors:** Jonathan Odilón Ojeda-Rivera, Mauricio Ulloa, Francisco G. Pérez-Zavala, Héctor-Rogelio Nájera-González, Philip A. Roberts, Lenin Yong-Villalobos, Himanshu Yadav, Ricardo A. Chávez Montes, Luis Herrera-Estrella, Damar Lopez-Arredondo

**Keywords:** Pima cotton, *F. oxysporum* race 4-resistance, phenylpropanoid metabolism, Fusarium wilt, RNA-seq analysis

## Abstract

**Introduction:** *Fusarium oxysporum* f. sp. vasinfectum (FOV) race 4 (FOV4) is a highly pathogenic soil-borne fungus responsible for Fusarium wilt in cotton (*Gossypium spp.*) and represents a continuing threat to cotton production in the southwest states of the United States, including California, New Mexico, and Texas. Pima (*G. barbadense* L.) cotton, which is highly valued for its fiber quality, has been shown to be more susceptible to this pathogen than Upland (*G. hirsutum* L.) cotton. Still, some Pima cultivars present resistance to FOV4 infection.

**Methods:** To gain insights into the FOV4-resistance mechanism, we performed comparative transcriptional and metabolomic analyses between FOV4-susceptible and FOV4-resistant Pima cotton entries. FOV4-resistant Pima-S6 and FOV4-susceptible Pima S-7 and Pima 3-79 cotton plants were infected with FOV4 in the greenhouse, and the roots harvested 11 days post-infection for further analysis.

**Results:** We found that an enhanced root phenylpropanoid metabolism in the resistant Pima-S6 cultivar determines FOV4-resistance. Gene-ontology enrichment of phenylpropanoid biosynthesis and metabolism categories correlated with the accumulation of secondary metabolites in Pima-S6 roots. Specifically, we found esculetin, a coumarin, an inhibitor of Fusarium’s growth, accumulated in the roots of Pima-S6 even under non-infected conditions. Genes related to the phenylpropanoid biosynthesis and metabolism, including phenylalanine ammonia-lyase 2 (PAL2) and pleiotropic drug resistance 12 (PDR12) transporter, were found to be upregulated in Pima-S6 roots.

**Discussion:** Our results highlight an essential role for the phenylpropanoid synthesis pathway in FOV4 resistance in Pima-S6 cotton. These genes represent attractive research prospects for FOV4-disease resistance and breeding approaches of other cotton cultivars of economic relevance.

## 1 Introduction

*Fusarium oxysporum* f. sp*. vasinfectum* (FOV) is a pathogenic soil-borne fungus responsible for Fusarium wilt in cotton (*Gossypium* spp.). For over a decade, the FOV race 4 (FOV4) strain has adversely impacted cotton production areas in the U.S., causing plant wilt and death (Ulloa et al., 2006; Hutmacher et al., 2013; Ulloa et al., 2013; Ulloa et al., 2016a; Ulloa et al., 2020). Upland (*G. hirsutum* L.) and Pima (*G. barbadense* L.) cotton account for around 95.5% and 4.5%, respectively, of total fiber production in the U.S., and Pima cotton represents a valuable genetic source of essential traits like fiber quality and disease resistance (Ulloa et al., 2013; Zhang et al., 2014; Ulloa et al., 2022a; Chávez Montes et al., 2023). Pima fiber is highly valued in the cotton industry because its extra-long, strong, and fine fibers are best suited to produce high-quality fabrics. Previous studies have shown that Pima cotton cultivars are more susceptible to FOV4 than Upland, and Pima S-7 and Pima 3-79 have been used as susceptible checks in many of these studies (Ulloa et al., 2006; Ulloa et al., 2013; Ulloa et al., 2020; Zhang et al., 2022). Fortunately, some Pima cultivars, such as Pima S-6, identified in 2004, present resistance to FOV4 infection (Feaster and Turcotte, 1984; Ulloa et al., 2006). Pima S-6 has been subjected to several cycles of evaluation and selection under naturally FOV4-infested fields to increase its uniformity and resistance level. This new source, renamed Pima-S6, has been incorporated into cotton breeding programs to combat the highly pathogenic FOV4 in the U.S. (Ulloa et al., 2016b; Ulloa et al., 2022a; Ulloa et al., 2022b).

Previous QTL and GWAS studies in interspecific mapping populations (Upland × Pima) and Upland cotton have provided insights into the genetic basis of FOV4 resistance in this crop (Ulloa et al., 2013; Ulloa et al., 2016a; Wang et al., 2018; Zhang et al., 2022; Zhu et al., 2022). Some studies have linked specific *G. barbadense* chromosomes to FOV4 resistance (Ulloa et al., 2013; Ulloa et al., 2016a). However, specific genes underlying FOV4 resistance in Pima cotton have yet to be found and characterized. While these studies establish that FOV4 resistance is present in specific cultivars of Pima cotton, the underlying functional mechanisms for disease resistance are unknown. Because Pima-S6 is resistant to FOV4 and Pima S-7 and Pima 3-79 are not, these genotypes are suitable models to perform transcriptional profiling and determine the differences in gene expression in response to FOV4 infection.

In this work, we performed comparative transcriptional and metabolomic profiling of FOV4-resistant Pima-S6 and FOV4-susceptible Pima S-7 and Pima 3-79 cotton accessions to gain insights into the mechanisms underlying FOV4 resistance. Transcriptomic profiling enabled the identification of candidate genes potentially involved in the resistance mechanism of FOV4, protecting the Pima-S6 cotton cultivar from this pathogenic fungus. Our results highlight an essential role for the phenylpropanoid synthesis pathway in the resistance to FOV4 in Pima-S6, which represents a source of key metabolites for plant development and environmental adaptation (Fraser and Chapple, 2011).

## 2 Materials and methods

### 2.1 Source of plant material

*Gossypium barbadense* inbred lines Pima S-7 (PI 560140) and Pima 3-79 susceptible to *Fusarium oxysporum* f. sp. *vasinfectum* (FOV) race 4 (FOV4), and Pima-S6 resistant to FOV4, were used in this study. Pima entries are public lines released previously (Feaster and Turcotte, 1984; Turcotte et al., 1992; Kim et al., 2005). Pima-S6, specifically, was derived from the original source Pima S-6 after being identified as an important source of resistance traits to FOV4 (Ulloa et al., 2006; Ulloa et al., 2020; Ulloa et al., 2022a). The new source was named Pima-S6, as explained in (Chávez Montes et al., 2023).

### 2.2 *Fusarium* wilt race 4 (FOV4) infection of Pima roots

The three Pima entries were used to prepare cDNA libraries and RNA-seq analyses. The FOV4 inoculum was produced in potato dextrose liquid medium supplemented with 3 mM streptomycin to prevent contamination and incubated at 28°C and constant shaking at 100 rpm during 3–4 days. We utilized plugs (2–3 mm^2^) of FOV4 fresh-grown onto potato dextrose agar (PDA, streptomycin), as the starting material. Finally, a conidial suspension (1 × 10^6^ conidia/mL) was generated by filtering the culture through cheesecloth.

The infection of the roots in the greenhouse was performed according to the root-cut dip method as previously described (Ulloa et al., 2013). Briefly, uprooted one-week-old cotton seedlings were dipped in the FOV4 conidia suspension and transplanted into sterilized U.C. mix #2 substrate after 3 min. Five treated plants were planted per pot and incubated in the greenhouse at 24°C ± 2°C. None inoculated plants treated with water only were used as controls. Four replicates for all treatments were used following a randomized complete block design. At 11 days after inoculation (dai), the plant and soil ball were removed from the pots, and the soil was removed gently from the roots by washing under continuous water flow. The washed roots were placed immediately in 50 mL screw-top plastic vials, liquid nitrogen was added, and the vials were placed in a −80°C freezer with the tops off to allow vaporization of the liquid nitrogen. Then the tops were screwed on, and the frozen roots were stored at −80°C until RNA extraction.

### 2.3 RNA-seq data analysis

We used a similar RNA-seq data processing pipeline as that reported in (Ojeda-Rivera et al., 2022). Briefly, quality control of Illumina reads was performed using FastQC (version 0.11.9; https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Adapter sequences were removed from libraries with Trimmomatic (version 0.39) (Bolger et al., 2014). We then quantified gene expression using kallisto (version 0.46.1) (Bray et al., 2016). Pima cotton libraries were aligned to our assembly of the Pima-S6 *G. barbadense* genome (Chávez Montes et al., 2023). edgeR was used to perform differential expression analysis (Robinson et al., 2010), the tximport package (version 3.130) (Soneson et al., 2015) was used to import estimated counts from kallisto to edgeR. We applied a base 2 logarithm of fold change (logFC) threshold (−1>logFC>1) and a false discovery (FDR) threshold (FDR<0.05) to detect differentially expressed genes. We used a similar pipeline for GO analysis to that reported in (Ojeda-Rivera et al., 2022). Briefly, annotations for the *G. barbadense* Pima-S6 genome (Chávez Montes et al., 2023) were assigned using the GO annotations of the blastp reciprocal best hits from multiple databases as reference. Databases included Araport11 (Cheng et al., 2017), UniProt (Apweiler et al., 2004), Interproscan (v5.48.83) (Blum et al., 2021), Swiss-Prot proteins from multiple plant species (Wang et al., 2021), and GO annotations from the PANNZER2 (Törönen et al., 2018) functional annotation webserver with a PPV value of at least 0.5. We combined analyses into a non-redundant gtf file and used that file for GO enrichment analyses using the clusterProfiler package for R (Wu et al., 2021). The datasets generated and analyzed for this study can be found in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database repository under accession number GSE233711.

### 2.4 Plant culture for metabolomic analysis

For non-targeted metabolomics analysis, non-infected roots of the three cotton entries, Pima-S6, Pima 3-79, and Pima S-7 were utilized. Cotton seedlings were grown vertically in Petri dishes in a Conviron growth chamber set at 28°C, 150 µM/m^2^s light intensity, 16/8 h light/dark cycle, and 45% relative humidity. Culture media was 0.25 X MS with slight modifications (pH 6, 5 mM CaCl_2_, and 1 mM MgCl_2_) and 0.35% Phytagel (Sigma-Aldrich). Root samples for metabolomic analysis were harvested 8 days after germination. Five biological replicates were performed (*n* = 5).

### 2.5 Metabolomic analysis

Non-targeted metabolomic analysis and quantitative analysis of esculetin were performed in non-infected cotton root samples. Non-targeted metabolomics analysis was conducted using a reverse phase chromatography method and positive electrospray ionization mode mass spectrometry. Freeze-dried samples of cotton roots were powdered and extracted with a mixture of methanol-water (60:40 v/v) with 0.1% formic acid. The supernatant of this extraction was further concentrated in a vacuum centrifuge (Labconco, United States) and filtered before chromatographic analysis. Chromatographic separation was performed in a Vanquish Flex UHPLC system (Thermo Scientific, United States) using an Acclaim VANQUISH column (150 × 2.1 mm, with 2.2 µm) and a solvent gradient method starting 5% phase B for 4 min, then increasing to 100% B from 4–17 min, and finally maintaining 100% B for 4 min prior to re-equilibration time of 4 min. Phases consisted of Water (A) and Methanol (B) supplemented with 0.1% formic acid. Detection was carried out in an Orbitrap Exploris 240 (Thermo Scientific, United States) with electrospray ionization source in positive mode scanning from 70–800 Da with a resolution of 120,000 and Data Dependent Acquisition (DDA) of MS/MS with a cycle time of 3 s. Raw files were imported into Compound Discoverer 3.3 (Thermo Fisher Scientific) and processed with an untargeted metabolomics workflow. Chromatograms were aligned, compounds were detected and grouped with a 5 ppm tolerance window. Detected metabolites were identified using MZCloud MS/MS database with a similitude factor of at least 50%. Exact masses were also searched against BioCyc and KEGG databases (Wu et al., 2021), and the final lists were curated manually. Pathway enrichment analysis was done in the MetaboAnalyst online platform (Pang et al., 2022), using the exact m/z values of detected compounds for the MS Peak-to-Pathway enrichment (Li et al., 2013), retention times, and statistical values from Compound Discoverer analysis. The KEGG pathway analysis presented in Figure 4D was generated by graphing the results of the Metaboanalyst platform (Pang et al., 2022), which uses the KEGG database as a reference (Kanehisa et al., 2023), in the ComplexHeatmap R package (Bolger et al., 2014). Figure 5B, an illustration of the phenylpropanoid pathway, was generated from our gene-by-gene analysis of Arabidopsis orthologs in cotton.

Quantitative analysis of esculetin was done using an external standard methodology. High-purity esculetin (>98%) was acquired from Cayman Chemical (item:19286) and injected into the same UHPLC-MS system described before using a modified method. The separation column was a Waters BEH C18 (2.1 × 150 mm, 2.5 µm) with water and methanol added with 0.1% formic acid as mobile phases. The retention time for esculetin was 6.36 min, when methanol concentration in the chromatographic method was 50%. Detection in the Orbitrap MS was carried out in negative mode, using H-ESI. A full MS scan from m/z = 100–300 with a resolution of 120,000 preceded a targeted MS/MS using an intensity threshold filter of 5 × 103 and targeted mass for esculetin [M-H]- = 177.0193 ± 10 ppm. Collision energy for the MS/MS fragmentation was normalized to 30% and resolution to 15,000. A calibration curve from 10–10000 ng/mL was injected in duplicate (r.s.d. < 10%) with R2 = 0.9978 and used to quantify samples (*n* = 3) fragmentation pattern of the standard.

### 2.6 Real-time PCR

Total RNA was isolated from the root tissue of non-infected cotton plants, as described in previous sections. 100 ng of total RNA was used to carry out the reverse transcription reaction with SuperScript III reverse transcriptase (Invitrogen), following the manufacturer’s protocol. The RT-qPCR was performed in a MIC thermocycler (Magnetic Induction Cycler from Biomolecular Systems) using the reagent SensiFast TM SYBR No-ROX Kit from Bioline (BIO-11060). The PCR conditions were 95°C for 2 min, followed by 40 cycles at 95°C for 5 s, 65°C for 10 s, and 72°C for 20 s. The relative expression of each gene was calculated relative to the mean of the Cq of POLYUBIQUITIN 14 (UBQ14) gene for each sample. UBQ14 qPCR was made using previously reported primers (Artico et al., 2010). Primers were designed for PHENYLALANINE AMMONIA-LYASE 2 (PAL2) and PLEIOTROPIC DRUG RESISTANCE 12 (PDR12); the forward primer 5′-CAT​TGT​GAG​CCA​AGT​TGC​TAA​G-3′ and reverse primer 5′-GTC​CAC​GGC​TTT​GAG​TAA​GT-3′ for PAL2 gene and the forward primer 5′-GGA​GAA​TGG​TGA​GGC​ATT​TAG​A-3′ and reverse primer 5′-CAC​GAG​CAG​ACA​TGG​AGA​AA-3′ for PDR12) gene. To calculate the FC values, the Pfaffl formula, which corrects the FC accounting for differences in primer PCR efficiencies, was used (Pfaffl, 2001).

## 3 Results

### 3.1 FOV4-resistant Pima-S6 presents a specific transcriptional response to FOV4 infection

To characterize the transcriptional response to Fusarium wilt disease caused by FOV4 in Pima cotton, we performed RNA-seq analysis of plant roots grown under control and FOV4-infected conditions. Three Pima cotton cultivars were studied: one FOV4-resistant cultivar, Pima-S6, and two FOV4-susceptible cultivars, Pima S-7 and Pima 3-79 (see Materials and Methods). Plants of the three cotton entries were visually inspected after FOV4 infection throughout the duration of the experiment, looking for disease symptoms. Infected susceptible plants exhibited severe leaf wilt, chlorosis, and leaf abscission, leading to plant death, as reported previously (Ulloa et al., 2013). Resistant plants showed normal growth and minimal symptoms, and survived FOV4-infection. Representative photographs of infection experiments are presented in Figure 1. Based on our observations on disease severity, it was determined that 11 day was appropriate for tissue harvesting and conducting RNA-seq studies. Otherwise, advanced disease symptoms would prevent high-quality total RNA extraction. To this end, three biological replicates per treatment per cotton entry were used to generate 18 RNA-seq libraries. 

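RNA-seq libraries were made from roots of the FOV4-resistant cultivar Pima-S6 and the FOV4-susceptible cultivars Pima S-7 and Pima 3-79. Roots were harvested 11 days after the seedlings were treated with water only (control) or dipped in a suspension of FOV4 conidia (FOV4). Each of the 6 groups had 3 biological replicates, and the 18 libraries were each analysed as 1 sample. The authors trimmed the reads with Trimmomatic, quantified them with kallisto against their assembly of the Pima-S6 genome and imported the estimated counts through tximport into edgeR. The table analysed here gives normalized estimated counts for 55071 genes, scaled by the authors to an effective library size. Aligned reads, as Supplementary Table S1 lists them, ranged from 3521586 to 9842536 in Pima 3-79 control libraries (median 3766385), from 2937874 to 3490687 in Pima 3-79 FOV4 libraries (median 3065877), from 3502960 to 8689885 in Pima S-7 control libraries (median 3758257), from 3285851 to 7771473 in Pima S-7 FOV4 libraries (median 3294645), from 3456981 to 9466152 in Pima-S6 control libraries (median 3578609) and from 3729056 to 6879433 in Pima-S6 FOV4 libraries (median 3810780). At these depths 1 aligned read corresponds to 0.103 to 0.371 normalized estimated counts, so that values near or under these amounts rest on single reads. Differences were tested with limma (moderated statistics with a trend in the mean, all 18 libraries in 1 fit) on log2 of the value plus 0.547, which is 2 reads at the median depth, for the 39498 genes with a value of at least 2.74, or 10 reads at that depth, in at least 3 libraries. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 or below -1 are called higher or lower, which are the thresholds the paper states. The files at hand pair no gene identifier with a symbol (0 of the identifiers matched the reference gene table), so gene names are those the paper gives from Arabidopsis orthologs, and genome positions were not used here. Reads of all 3 cultivars were matched to the Pima-S6 sequence, and reads that match more than 1 gene were divided between them by estimation.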

Alignment statistics and library names are listed in Supplementary Table S1.

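The share of reads that aligned to the Pima-S6 assembly was 75.5% ± 4.41 (SD, n = 3) in FOV4 roots and 81.7% ± 3.56 (SD, n = 3) in control roots of Pima 3-79. In Pima S-7 the shares were 78.4% ± 3.50 and 81.6% ± 2.53 (SD, n = 3 each), and in Pima-S6 they were 79.7% ± 5.38 and 79.1% ± 6.93 (SD, n = 3 each). All shares were computed from the reads. For Pima-S6 control replicate 2 these give 83.9%, where the paper's table prints 74.6%. None of these differences passed an exact two-sided permutation test (p = 0.2 in Pima 3-79, 0.3 in Pima S-7 and 0.8 in Pima-S6), and 3 libraries against 3 cannot give a p under 0.1. In every group replicate 3 had the lowest share, and the test does not match libraries by number. Replicates 1, 2 and 3 had 76.9%, 79.0% and 70.5% in FOV4 against 83.5%, 84.0% and 77.6% in control roots of Pima 3-79. In Pima S-7 they had 79.8%, 80.9% and 74.4% against 83.3%, 82.9% and 78.7%. At each number FOV4 was lower in both cultivars, and in Pima-S6 the direction varied with the number. The 10 most abundant genes held from 1.32% of a library's values, in Pima-S6 control replicate 1, to 3.53%, in Pima 3-79 FOV4 replicate 3.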

**FIGURE 1:**
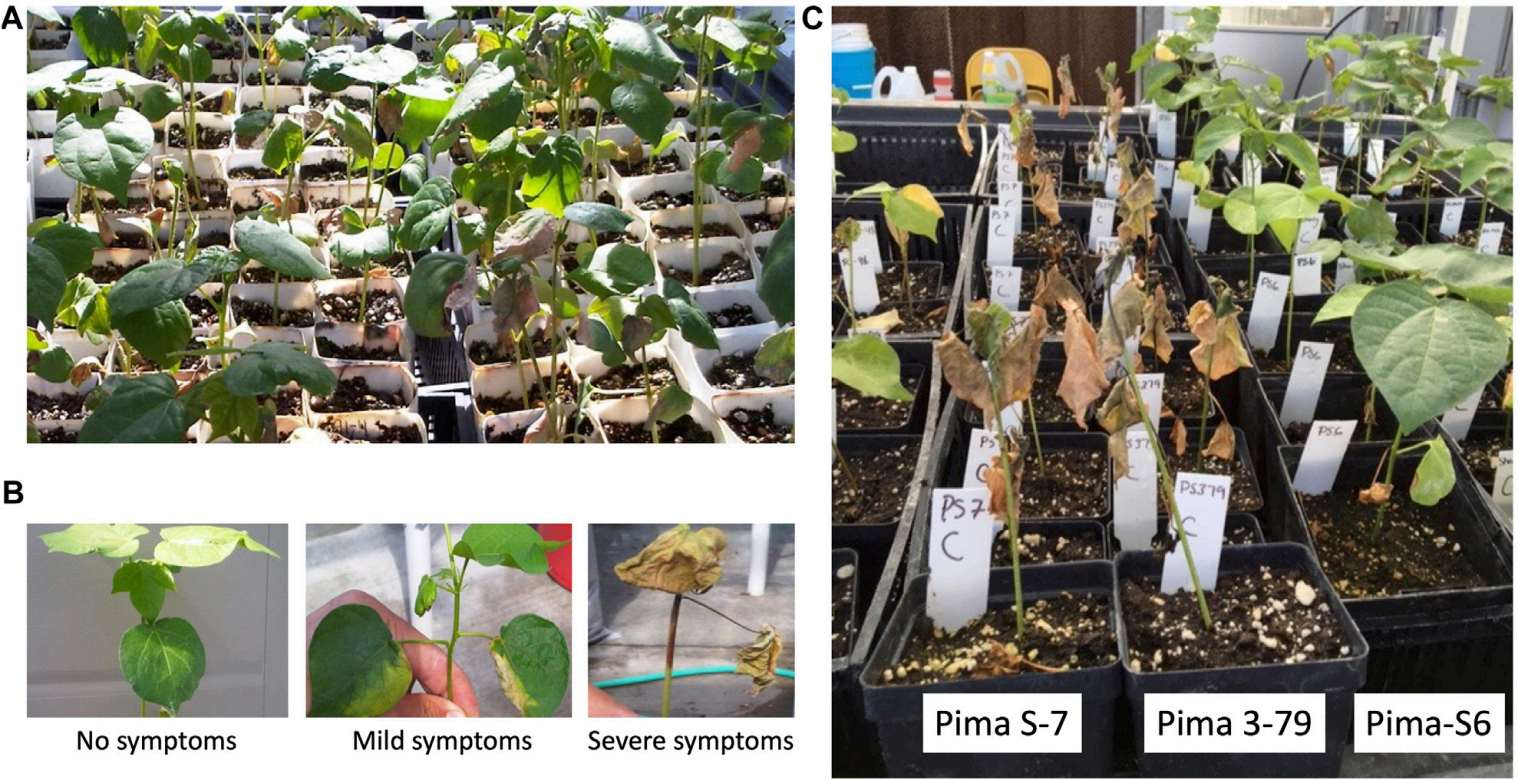
Pima-S6 shows resistance to FOV4. Representative photographs of greenhouse evaluations using artificial inoculation of Fusarium wilt (*Fusarium oxysporum* f. sp. *vasinfectum*) race 4 (FOV4) infection (10^−6^) in the three cotton entries: susceptible Pima S-7 and Pima 3-79, and resistant Pima-S6, 18 days after inoculation. **(A)** replicates randomly distributed in the greenhouse bench; **(B)** symptoms manifested by treated plants; **(C)** replicates of the three cotton entries grouped to take a photograph.

To get insights into the molecular mechanisms underlying FOV4 resistance, we first performed a comparative analysis of the transcriptional response of all FOV4-susceptible (Pima S-7 and Pima 3-79) and resistant (Pima-S6) cultivars (Figure 2). We performed sample relationship analysis to determine whether the samples clustered by the tested genotypes and treatments. RNA-seq libraries were observed to cluster together in response to both genotype and treatment conditions (Supplementary Figure S1). Susceptible Pima 3-79 and Pima S-7 cultivars present similar expression profiles in response to FOV4 infection as they cluster closely in the sample relationship analyses, while Pima-S6 sample libraries cluster more closely and separated from those of Pima 3-79 and Pima S-7 in response to FOV4 treatments (Supplementary Figure S1). This result indicates a differential response to FOV4 infection in Pima-S6 compared to Pima S-7 and Pima 3-79.

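FOV4 roots of the susceptible cultivars lay far from their own control roots, and FOV4 roots of Pima-S6 lay close to theirs. Over the 500 most variable genes, the mean Euclidean distance between control and FOV4 libraries was 96.9 in Pima 3-79 (range 82.1 to 107 over 9 pairs of libraries), 80.0 in Pima S-7 (71.2 to 86.9) and 38.5 in Pima-S6 (31.6 to 46.8). Pima 3-79 FOV4 and Pima S-7 FOV4 libraries were 49.5 apart (38.1 to 57.8), and Pima-S6 FOV4 libraries were 104 from Pima 3-79 FOV4 libraries (83.9 to 118) and 83.3 from Pima S-7 FOV4 libraries (73.6 to 91.2). The nearest group to the Pima-S6 FOV4 libraries was the Pima S-7 control group, at 38.1 (35.7 to 40.5), with Pima-S6 control roots at nearly the same distance. Distances within a group averaged 31.0 among Pima-S6 control libraries and 34.1 among Pima 3-79 FOV4 libraries, against 20.3 to 24.4 in the other 4 groups. Distances are in log2 units and carry no p-value. They depend on the choice of genes, since the 500 genes are those that vary most over all 18 libraries. On them the control to FOV4 distance of Pima-S6 was 0.397 of that of Pima 3-79, and on all genes passing the filter it was 0.618.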

**FIGURE 2:**
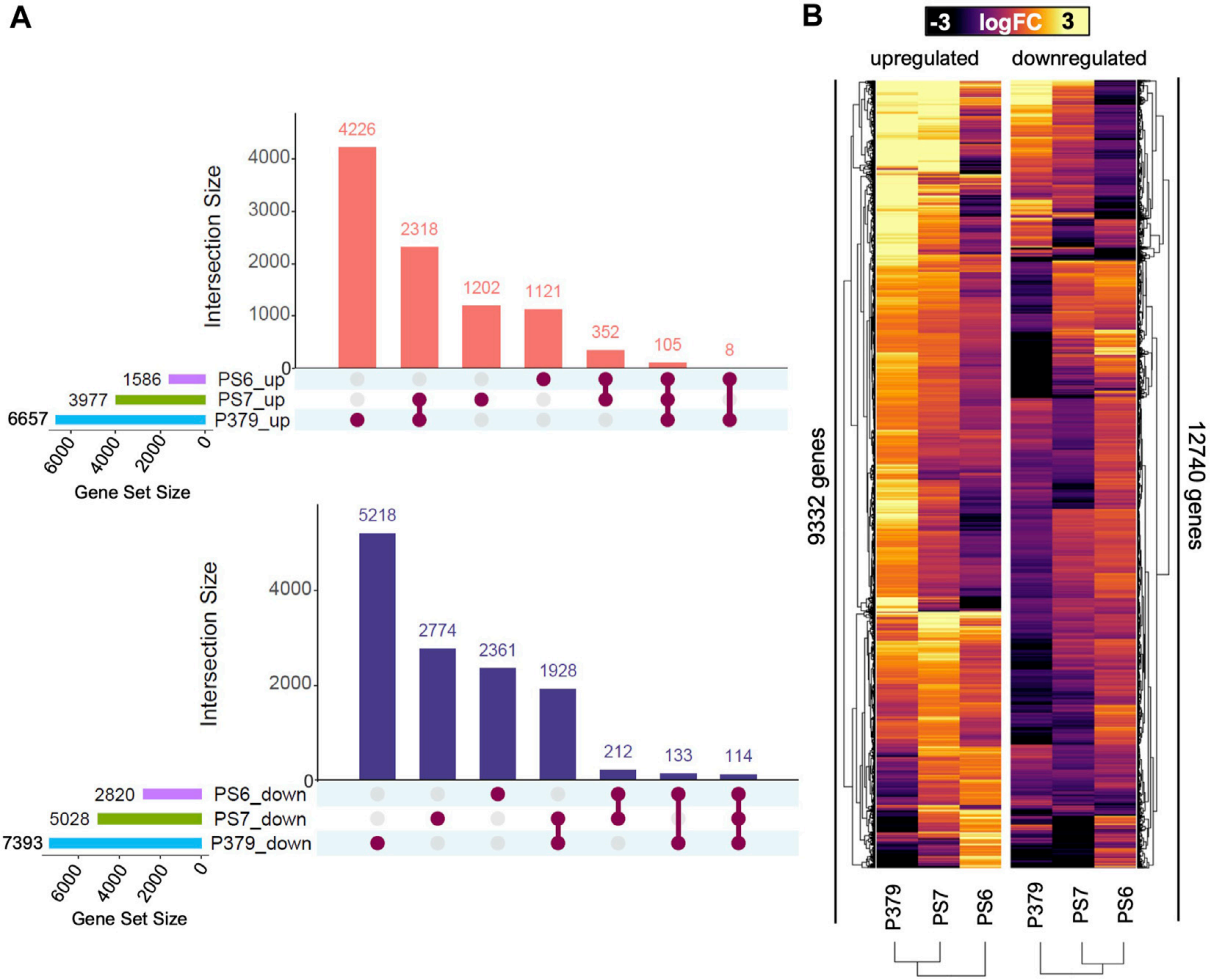
Pima-S6 presents a specific and compact transcriptomic response to FOV4 infection compared to Pima S-7 and Pima 3-79. **(A)** Gene set analysis of shared and unique differentially expressed genes in response to FOV4 treatment in Pima cotton cultivars, Pima-S6 (PS6), Pima 3-79 (P379), and Pima S-7 (PS7). Connected dots represent common gene sets. Upper panel: upregulated genes; lower panel: downregulated genes. **(B)** Heatmap of the expression level of differentially upregulated (left section) or downregulated (right section) genes in logarithm of fold change (logFC) units, with statistical significance in at least one of the three genotypes tested.

To further analyze the differences in response to FOV4 infection among the tested cultivars, we performed a comparative transcriptomic response analysis to determine which genes are commonly regulated in response to FOV4 treatment (Figure 2A). 

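In Pima 3-79 roots, 4984 genes rose and 6243 fell on FOV4 treatment. The paper's list of genes upregulated in Pima 3-79 holds a group annotated with chitinase activity, enzymes that cut the chitin of fungal cell walls. Of the 15 tested genes of this group 14 rose, and the median log2 fold change of the group was 3.79. PimaS6.D01G051380, a member of this group, went from 9.49 ± 3.07 normalized estimated counts in control roots to 1183 ± 548 in FOV4 roots (SD, n = 3 each), a log2 fold change of 6.82 (standard error 0.35, adjusted p = 1.68e-10). Of the genes with at least 10 estimated reads in each of the 6 libraries and no overlap between control and FOV4 libraries, PimaS6.A09G042322 rose most, from 5.46 ± 2.52 to 898 ± 65.6 (SD, n = 3 each). PimaS6.A01G064600 fell most, from 340 ± 85.3 to 6.67 ± 1.55 (SD, n = 3 each), a log2 fold change of -5.55 (standard error 0.50, adjusted p = 7.89e-08). Genes of the oxygen evolving complex of photosystem II, which belong to green tissue, also rose in these roots, 5 of the 5 tested, with PimaS6.D05G008810 at 32.4 ± 6.46 in FOV4 roots against 0.46 ± 0.33 in control roots (SD, n = 3 each). The group lists 12 genes. A gene near 0 in control roots could pass the filter only through FOV4 libraries, which favors rises among the genes tested. The paper chose both of these groups from genes that rose in the same Pima 3-79 libraries, so that their direction here is not independent evidence. Of the genes called in Pima 3-79, 62.1% of those higher and 71.4% of those lower were called in that direction in no other cultivar.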

We determined that 6,657 and 7,393 genes were upregulated and downregulated in Pima 3-79 in response to FOV4 treatment (Figure 2A) and that up to 63% and 70% of these gene sets are specific to this cultivar. 

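In Pima S-7 roots, 3005 genes rose and 3379 fell on FOV4 treatment. All 15 of the tested chitinase genes rose here too, with a median log2 fold change of 3.62, and among genes chosen as in Pima 3-79 they included the largest rise, in PimaS6.D01G051380, from 4.78 ± 1.21 to 864.4 ± 379.3 (SD, n = 3 each), a log2 fold change of 7.28 (standard error 0.35, adjusted p = 2.17e-10). The next largest rise among these genes, in PimaS6.A01G063938, another chitinase gene, was from 7.36 ± 2.61 to 1126 ± 278 (SD, n = 3 each). The largest fall, among genes chosen as in Pima 3-79, was in PimaS6.A13G055175, from 530 ± 84.0 to 69.6 ± 68.2 (SD, n = 3 each), with a log2 fold change of -3.71 (standard error 0.81, adjusted p = 0.00246; -2.51 without Pima S-7 FOV4 replicate 3). Photosystem II oxygen evolving complex genes were higher for 3 of the 5 tested. Of the genes called, 28.2% of those higher and 46.6% of those lower were called in that direction in Pima S-7 alone. With all libraries numbered replicate 2 left out, 2215 genes were lower. With libraries scaled to equal totals, 2166 genes were higher and 5194 lower (29.4% in place of 47.1% higher).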

In the case of Pima S-7, we detected the upregulation and downregulation of 3,977 and 5,028 genes, respectively, in response to FOV4 treatment (Figure 2A), of which 30% and 55% were specific to this cultivar. Lastly, in the case of Pima-S6, we detected that 1,586 and 2,820 genes were upregulated and downregulated, respectively, in response to FOV4 treatment (Figure 2A), of which 70% and 83% of these gene sets are specific to Pima-S6. 

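The response of Pima-S6 roots to FOV4 was smaller, with 1158 genes higher and 1818 lower. None of the tested chitinase genes from the paper's Pima 3-79 list was among those called. Of the 15 tested chitinase genes none was called higher or lower by limma (2 higher and 2 lower at an unadjusted p under 0.05), and their median log2 fold change was 0.08, which was -0.03 when the libraries were scaled to equal totals. PimaS6.D01G051380 stayed at 5.67 ± 1.07 in control and 4.67 ± 2.03 in FOV4 roots (SD, n = 3 each), with a log2 fold change of -0.30 (standard error 0.35, adjusted p = 0.651). Among genes chosen as in Pima 3-79, the one that rose most was PimaS6.D11G011097, from 13.7 ± 8.57 to 129 ± 15.7 (SD, n = 3 each), a log2 fold change of 3.44 (standard error 0.42, adjusted p = 1.99e-05; 2.77 without Pima-S6 control replicate 1), and next was PimaS6.A08G036015, from 10.3 ± 8.16 to 88.1 ± 4.06 (SD, n = 3 each). PimaS6.A10G042985 fell most, from 142 ± 34.8 to 6.69 ± 0.46 (SD, n = 3 each), a log2 fold change of -4.28 (standard error 0.36, adjusted p = 3.81e-07), followed by PimaS6.A07G064914, from 131 ± 23.3 to 6.76 ± 2.64 (SD, n = 3 each). Of the genes called in Pima-S6, 70.7% of those higher and 87.2% of those lower were called in that direction in no other cultivar. A fit to the 6 Pima-S6 libraries alone called 750 genes higher. Leaving out all libraries numbered replicate 1 gave 490 higher and 990 lower, and leaving out those numbered replicate 2 gave 726 higher and 1172 lower.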

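Many of the same genes responded to FOV4 in both susceptible cultivars. Apart from genes that Pima-S6 shares, 1822 genes were higher and 1650 were lower in both Pima 3-79 and Pima S-7, which is 54.4% of the genes called in Pima S-7 and 30.9% of those called in Pima 3-79. With the genes of Pima-S6 included, 1887 genes were higher in both, where 379.2 would be shared by independent lists of these sizes, and 1709 were lower in both, against 534. Endoglucanases that cut the beta-1,3-glucans of fungal cell walls are among them. PimaS6.A09G040276, annotated with this activity, was at 271 ± 141 in Pima 3-79 and 238 ± 83.4 in Pima S-7 FOV4 roots, and at 3.79 ± 0.95 and 1.57 ± 0.50 in their control roots (SD, n = 3 each). Its log2 fold change was 5.83 (standard error 0.45, adjusted p = 1.22e-08) in Pima 3-79 and 6.79 (standard error 0.45, adjusted p = 7e-09) in Pima S-7. Of the genes called in Pima 3-79, 35 of those higher were lower in Pima S-7 and 120 of those lower were higher there. Without the libraries numbered replicate 1 or replicate 3, 972 and 870 genes were lower in both cultivars.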

Genes commonly upregulated and downregulated in susceptible cultivars Pima S-7 and Pima 3-79 are 2,318 and 1,928, respectively, which correspond to a ∼47% of the Pima S-7 transcriptional response to FOV4 (∼30% of the Pima 3-79 response), indicating that a relatively large number of genes of the response to FOV4 is commonly regulated in susceptible cultivars. In contrast, Pima-S6 and Pima S-7 had only 352 upregulated and 212 downregulated genes in common, corresponding to ∼6% and ∼12% of the FOV-4 responsive genes in Pima S-7 and Pima-S6, respectively. 

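Pima-S6 and Pima S-7 shared 272 higher and 97 lower genes that Pima 3-79 did not, which is 5.78% of the genes called in Pima S-7 and 12.4% of those called in Pima-S6. Those higher in both, 337 with the genes of Pima 3-79 included, exceeded the 88.1 that independent lists would share, and those lower in both, 156, were about as many as the 155.5 of independent lists. PimaS6.D11G014299, an ortholog of the phenylalanine ammonia-lyase genes PAL1 and PAL2, is among the genes that rose in both, with a log2 fold change of 1.80 in Pima S-7 (standard error 0.36, adjusted p = 0.00133) and 1.98 in Pima-S6 (standard error 0.36, adjusted p = 0.00108). Across genes, which are not independent replicates, the log2 fold changes of both cultivars had a Pearson correlation of 0.08 and a Spearman correlation of 0.03. Without Pima-S6 FOV4 replicate 1, 103 genes were lower in both, and without all libraries numbered replicate 1 the genes higher and lower in both numbered 143 and 45.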

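FOV4 raised 65 genes and lowered 59 in all 3 cultivars. The 3 genes below are annotated with enzyme activities used in cell wall attack and in secondary metabolism, and each rose in every cultivar. PimaS6.D09G037086, an endo-1,3-beta-glucanase gene, had a log2 fold change of 5.38 in Pima 3-79, 7.17 in Pima S-7 and 1.57 in Pima-S6 (standard error 0.35 each, adjusted p = 1.73e-09, 2.17e-10 and 0.00535). PimaS6.A03G075659, an O-methyltransferase gene, changed by 5.25, 6.51 and 1.55 in the same order (standard error 0.37 each, adjusted p = 5.26e-09, 1.37e-09 and 0.00981). PimaS6.D08G021793, another gene of this group, changed by 5.24, 4.51 and 2.39 (standard error 0.46 each, adjusted p = 6.78e-08, 1.63e-06 and 0.00193). The number lower in all 3 cultivars was 102 without Pima 3-79 FOV4 replicate 2, 35 and 39 without Pima-S6 control replicate 2 or 3, and 33 and 38 without Pima-S6 FOV4 replicate 1 or 2. The number higher in all 3 was 37 without Pima-S6 FOV4 replicate 1.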

Considering the three genotypes, 105 genes were upregulated and 114 downregulated in response to FOV4; this number equals less than 4% of the global transcriptional response for all the genotypes. The transcriptomic landscape of the response to FOV4 (Figure 2B) agrees with the observed differences in gene expression between susceptible and resistant cultivars. It also indicates differences in the magnitude of the fold change in gene expression. 

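Changes of over 4 log2 units were seen in 428 of the genes called in Pima 3-79, in 142 of those called in Pima S-7 and in 11 of those called in Pima-S6. The median absolute log2 fold change of the called genes was 1.67, 1.53 and 1.49 in the same order. The chitinase gene PimaS6.D06G068347 rose in Pima 3-79 from 78.2 ± 39.6 to 1642 ± 371 and in Pima S-7 from 54.2 ± 20.7 to 511 ± 107, and was at 50.3 ± 27.3 in control and 59.4 ± 18.2 in FOV4 roots of Pima-S6 (SD, n = 3 each). Its log2 fold change was 4.47 (standard error 0.39, adjusted p = 4.98e-08) in Pima 3-79 and 0.33 (standard error 0.39, adjusted p = 0.65) in Pima-S6.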

Overall, our data showed that susceptible genotypes share a more significant portion of their transcriptional response to FOV4 among themselves than with Pima-S6, and that the transcriptional response of the resistant cultivar is specific and different from that of the susceptible cultivars.

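Across genes the responses of Pima 3-79 and Pima S-7 to FOV4 were positively correlated, though the test called many genes as different between them, and the response of Pima-S6 ran in the opposite direction to that of Pima 3-79 in many genes. Across the 39498 genes, which are not independent replicates, the log2 fold changes of Pima 3-79 and Pima S-7 had a Pearson correlation of 0.57, and those of Pima-S6 and Pima 3-79 had one of -0.40 (Spearman 0.46 and -0.40). Of the genes that rose in Pima-S6, 745 (64.3%) fell in Pima 3-79, where independent lists would share 183, and of the genes that fell in Pima-S6, 945 (52.0%) rose in Pima 3-79, against 229. PimaS6.A13G052591, a gene annotated to the ethylene-activated signaling pathway, is an example, with a log2 fold change of 2.84 in Pima 3-79 (standard error 0.28, adjusted p = 2.52e-07) and -3.91 in Pima-S6 (standard error 0.28, adjusted p = 7.66e-08). Of the 1690 opposite genes, 1683 moved in Pima-S6 toward the Pima 3-79 control level. Both differences behind this count use the Pima-S6 control libraries. Across genes, the Pima-S6 response had a Pearson correlation of 0.50 with Pima 3-79 control minus Pima S-7 control roots, which share no library with it. The difference in response between cultivars, tested itself, called 2889 genes higher and 3777 lower in Pima-S6 than in Pima S-7, and 6978 higher and 6686 lower in Pima-S6 than in Pima 3-79. Between the susceptible cultivars it called 4199 genes higher and 2377 lower in Pima S-7 than in Pima 3-79. With libraries scaled to equal totals, 54.5% in place of 43.3% of the genes that set Pima-S6 apart from Pima S-7 were higher, and 37.1% in place of 63.9% of those that set Pima S-7 apart from Pima 3-79. Without Pima-S6 control replicate 1, which lay apart from the other Pima-S6 control libraries, 496 genes that rose in Pima-S6 fell in Pima 3-79.

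**Figure D1:**
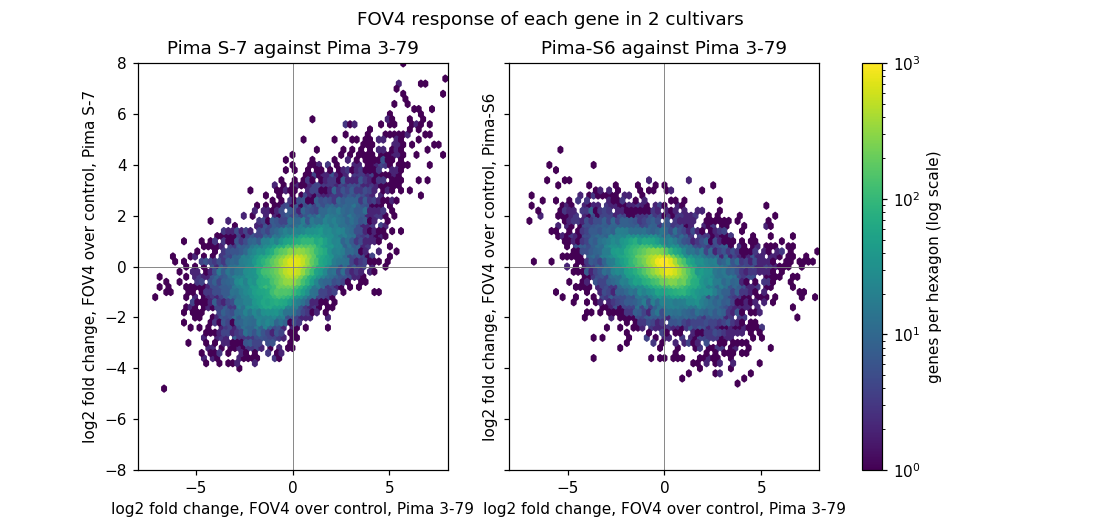
Log2 fold change on FOV4 treatment of each of the 39498 tested genes in Pima 3-79 (horizontal axis) and in Pima S-7 or Pima-S6 (vertical axes, left and right panel), with color for the number of genes per hexagon on a log scale. The Pearson correlation across genes with Pima 3-79 was 0.57 for Pima S-7 and -0.40 for Pima-S6.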

### 3.2 Gene Ontology (GO)-enriched categories in Pima-S6 in response to FOV4 relate to phenylpropanoid metabolism

To get biological insights into the FOV4-resistance mechanism(s) that are transcriptionally activated in Pima-S6 in response to FOV4 treatment, we performed differential Gene Ontology (GO) enrichment analysis (Figure 3). The complete list of GO-enriched categories, *p*-values, and gene identifiers is included in Supplementary Dataset S1. 

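Groups of genes for defense and for hormone responses rose on FOV4 in Pima 3-79, rose in part in Pima S-7 and with few exceptions were not called higher in Pima-S6. The groups are the GO categories that the paper's supplement lists as enriched among genes upregulated in Pima 3-79 and that were complete in the copy at hand, so the direction in Pima 3-79 is not independent evidence. Of all 4984 genes higher in Pima 3-79, 1887 were higher in Pima S-7, and 67 were higher and 945 lower in Pima-S6. Over the 22 lists, 205 genes were higher in Pima 3-79 and 108 in Pima S-7, and 6 were higher and 40 lower in Pima-S6. The falls in Pima-S6 were thus about as frequent as among all genes higher in Pima 3-79, and are not shown to be particular to these groups. Of 17 genes for the response to salicylic acid, a hormone of pathogen defense, 17 rose in Pima 3-79 and 10 in Pima S-7, and 4 fell in Pima-S6. Of 15 genes for the response to jasmonic acid, 15 rose in Pima 3-79 and 9 in Pima S-7, and 2 fell in Pima-S6, and of 14 genes of ethylene-activated signaling, 13 and 5 rose and 5 fell. The regulators of systemic acquired resistance rose in 8 of 8 and 5 of 8 cases and fell in 2. The genes for defense against oomycetes rose in 14 of 14 cases in Pima 3-79 and in 6 in Pima S-7, where 1 fell, and 6 fell in Pima-S6. Of 11 genes of the hypersensitive response, 11 and 5 rose and 5 fell, of 15 P-type calcium transporters 15 and 6 rose and 4 fell, and of 20 genes for the response to wounding 20 and 9 rose, with 6 lower and 1 higher in Pima-S6. Of 17 endo-1,3-beta-glucanase genes, 15 rose in Pima 3-79, 10 in Pima S-7 and 2 in Pima-S6. The salicylic acid response gene PimaS6.A05G003232 had a log2 fold change of 4.10 in Pima 3-79, 1.17 in Pima S-7 and -1.67 in Pima-S6 (standard error 0.18 each, adjusted p = 3.44e-11, 0.00013 and 5.04e-06).
Groups of cell wall and secondary metabolism genes followed. Of 16 xyloglucan transferases, which remodel the cell wall, 16 rose in Pima 3-79 and 3 in Pima S-7, and 8 fell in Pima-S6, where PimaS6.D05G008841 went from 325 ± 154 to 59.3 ± 27.0 (SD, n = 3 each). Of 12 cellulose synthases 12 and 4 rose and 1 fell. Of 8 O-methyltransferases 7 and 6 rose, with 2 higher and 1 lower in Pima-S6. Of 9 genes of anthocyanin biosynthesis, 8 rose in Pima 3-79, 7 in Pima S-7 and 1 in Pima-S6. The 4 genes of lignin biosynthesis rose for 4 and 3, the 3 of flavonoid biosynthesis for 3 and 1, and the 3 that regulate phenylpropanoid metabolism for 3 and 1. Cyclin-dependent kinase complex genes rose for 7 and 2 of 7, root development genes for 9 and 5 of 9, with 1 lower in Pima-S6, leaf senescence genes for 11 and 9 of 11, with 1 lower in Pima-S6, and light harvesting genes for 3 and 2 of the 4 tested.
In Pima-S6, limma called none higher of the groups for jasmonic acid, systemic acquired resistance, the hypersensitive response, xyloglucan transferases, cellulose synthases, lignin, the regulation of phenylpropanoid metabolism, cyclin-dependent kinases and both photosynthesis groups, and none had p under 0.05 unadjusted either (0). It called none higher for salicylic acid (1 unadjusted), ethylene (2), oomycete defense (1), calcium transporters (2), flavonoids (1), root development (1) and leaf senescence (3). Adjusted over the list alone, the counts were higher for 16 endo-1,3-beta-glucanases and 4 light harvesting genes in Pima 3-79, for 6 ethylene and 6 systemic acquired resistance genes in Pima S-7, and in Pima-S6 for 1 salicylic acid, 1 oomycete defense, 2 wounding, 1 flavonoid and 1 leaf senescence gene. They were lower in Pima-S6 for 5 salicylic acid, 8 ethylene, 9 xyloglucan transferase, 2 cellulose synthase, 2 root development and 1 phenylpropanoid regulation gene, and the counts of the other groups were as over all genes. Of the regulators of systemic acquired resistance in Pima S-7, 4, 3 and 1 rose when libraries were scaled by median of ratios, by upper quartile or to equal totals.

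**Figure D2:**
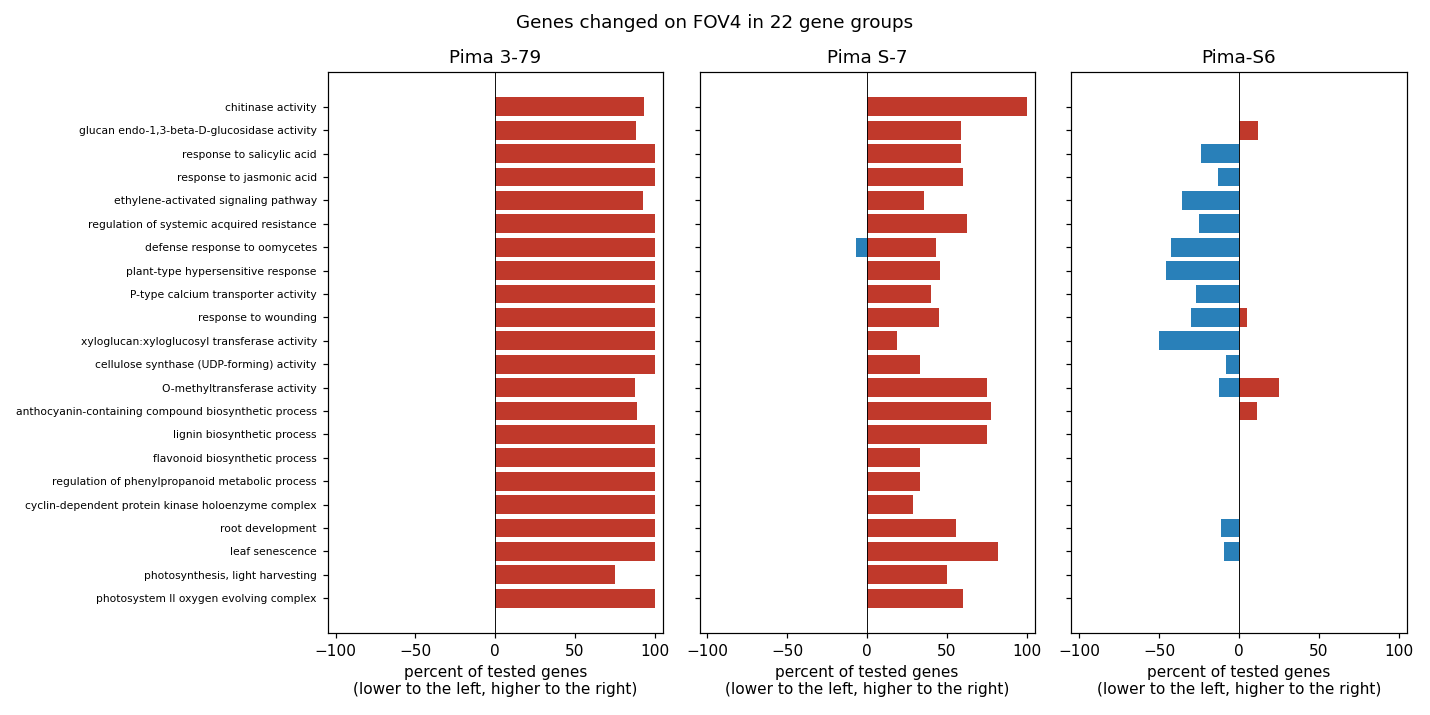
Percent of the tested genes of each of the 22 GO groups that were higher (red, to the right) or lower (blue, to the left) on FOV4 treatment in Pima 3-79, Pima S-7 and Pima-S6. Bars point to the right in Pima 3-79 and Pima S-7, apart from 1 gene for defense against oomycetes in Pima S-7, and mostly to the left in Pima-S6.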

First, we determined the GO categories enriched in the gene sets that are transcriptionally activated in Pima 3-79, Pima-S6, and Pima S-7, respectively, in response to FOV4 treatment (Figure 3A). We then focused our analysis on categories significantly enriched only in Pima-S6, the FOV4-resistant genotype (Figure 3B). The identified GO categories presented in Figure 3B are related to a variety of biological processes including transmembrane transport (GO:0042626, GO:0005372), glycoside hydrolysis (GO:0016161, GO:0102229, GO:0000272, GO:0004565), metabolism of small molecules and amino acids (GO:0006520, GO:0004471), phospholipid metabolism (GO:0009395), phytohormone metabolism (GO:0010102, GO:0009850, GO:0009690, GO:0051213) and phenylpropanoid metabolism (GO:0046417, GO:0016841). Because the Arabidopsis genome is more functionally characterized than the cotton genome, we searched for Arabidopsis orthologs of the genes included in these GO categories to get more insights into their possible roles in FOV4 resistance (Figure 3C, Supplementary Dataset S1). GO enrichment and KEGG pathway analysis (Kanehisa et al., 2023) of Arabidopsis ortholog genes (Figure 3C) resulted in multiple categories clustered to similar biological processes as the categories from Figure 3B. We found clusters of GO categories that include the metabolism of small molecules, phenylpropanoid biosynthesis and metabolism, ABC-type transporter activity, lipid metabolism, regulation of enzymatic activity, diterpenoid biosynthetic processes, and phytohormone signaling-related processes.

**FIGURE 3:**
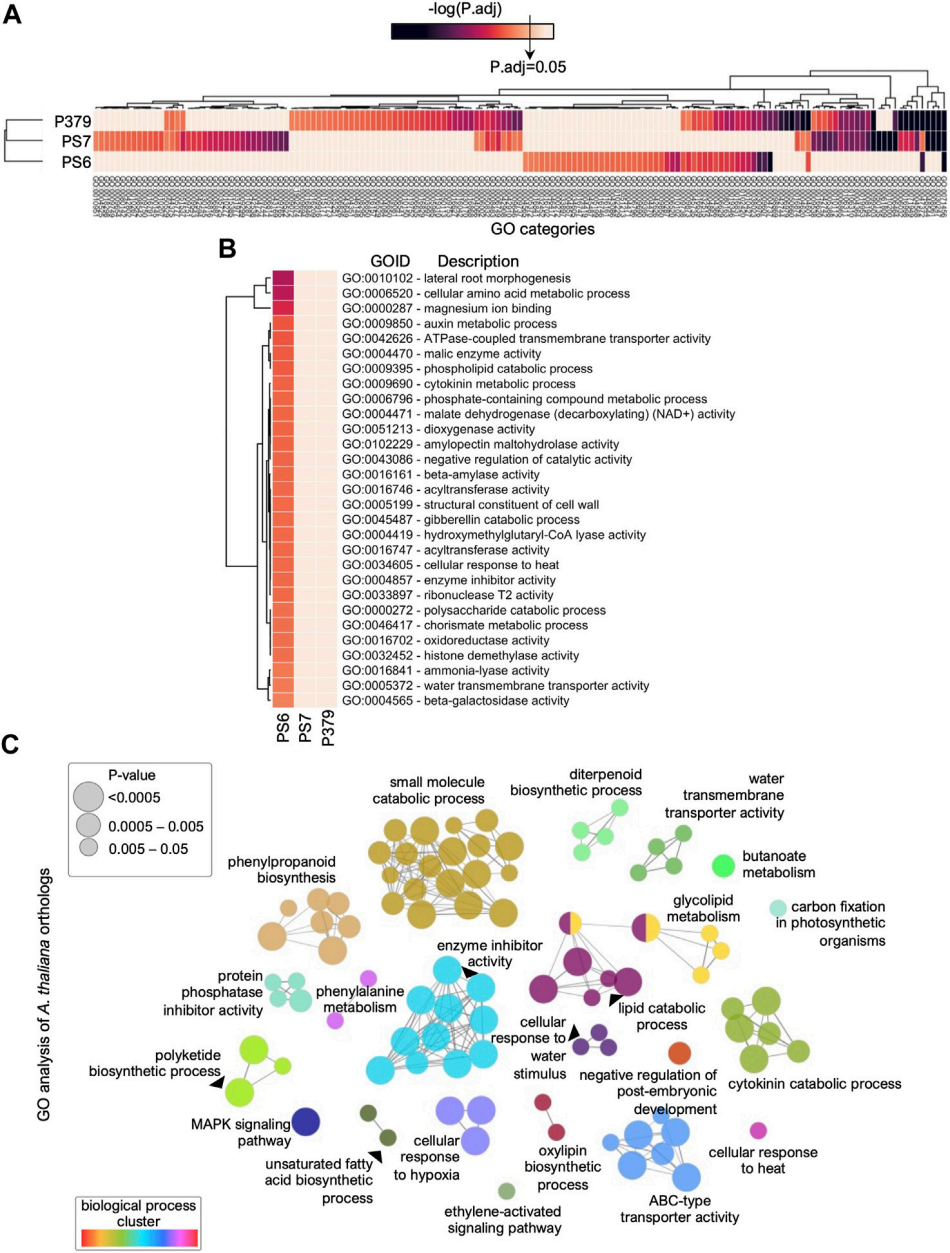
Differential analysis of Gene Ontology (GO) enriched categories in Pima cotton cultivars indicates secondary metabolism-related processes are activated in Pima-S6 in response to FOV4 infection. **(A)** Heatmap representing GO categories found enriched in at least one of the cultivars tested, Pima-S6 (PS6), Pima 3-79 (P379), and Pima S-7 (PS7). The statistical significance key, -log(P.adj), indicates the threshold for enrichment. **(B)** Enriched GO categories specific to the Pima-S6 resistant genotype in response to FOV4 treatment. **(C)** GO Enrichment analysis of the Arabidopsis orthologs from **(B)**. Each bubble represents a GO category, and connections represent shared genes between categories. Categories are clustered according to the biological process. A full list of GO categories and descriptions from **(A–C)** is included in Supplementary Dataset S1.

The phenylpropanoid pathway in plants is the starting point for other metabolic pathways that produce critical secondary metabolites, including flavonoids, coumarins, and lignans, which have roles in plant resistance to pathogens (Fraser and Chapple, 2011). 

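The genes that feed and open the phenylpropanoid pathway mostly rose on FOV4 in Pima-S6 and fell in Pima 3-79. So did many other genes, since of all 1158 genes higher in Pima-S6, 745 (64.3%) were lower in Pima 3-79. Phenylalanine ammonia-lyase (PAL) takes phenylalanine into the pathway, and the PAL gene PimaS6.A09G041328 went from 74.3 ± 15.2 to 168 ± 46.3 normalized estimated counts in Pima-S6, a log2 fold change of 1.16 (standard error 0.22, adjusted p = 0.00144), and from 210 ± 54.6 to 40.6 ± 5.36 in Pima 3-79, a log2 fold change of -2.33 (standard error 0.22, adjusted p = 1.22e-07; SD, n = 3 each). In Pima S-7 it was at 80.2 ± 4.10 and 89.0 ± 6.02 (SD, n = 3 each). The PAL gene PimaS6.A11G018686 rose in Pima S-7, with a log2 fold change of 1.399 (standard error 0.33, adjusted p = 0.00455), and had values of 0.99 (standard error 0.33, adjusted p = 0.0601) in Pima-S6 and 0.19 (standard error 0.33, adjusted p = 0.679) in Pima 3-79. PimaS6.D11G014299, whose reads may also match the A11 copy, went from 12.4 ± 4.51 to 50.6 ± 17.5 in Pima-S6, from 15.9 ± 6.95 to 55.9 ± 21.6 in Pima S-7 and from 149 ± 44.6 to 56.3 ± 21.8 in Pima 3-79 (SD, n = 3 each). Chorismate mutase (CM2) acts on chorismate on the way to phenylalanine. Its gene PimaS6.D06G069084 rose in Pima-S6 by a log2 fold change of 1.36 (standard error 0.23, adjusted p = 0.000501) and fell in Pima 3-79 from 93.4 ± 3.27 to 5.98 ± 1.74 (SD, n = 3 each), a log2 fold change of -3.88 (standard error 0.23, adjusted p = 5.7e-10). PimaS6.A06G072050, the other CM2 gene, changed by 1.01 in Pima-S6 (standard error 0.24, adjusted p = 0.00785) and by -2.16 in Pima 3-79 (standard error 0.24, adjusted p = 8.54e-07). In Pima-S6, the log2 fold change of PimaS6.A09G041328 ranged from 0.96 to 1.36 over the settings tried and lost its call in 5, among them TREAT, which tests against a log2 fold change of 1, and without Pima-S6 control replicate 1 or FOV4 replicate 3, and that of PimaS6.A06G072050 ranged from 0.86 to 1.15 and lost its call in 8, among them TREAT and without Pima-S6 control replicate 2 or FOV4 replicate 1.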

Gene-by-gene analysis of Arabidopsis orthologs (Supplementary Dataset S1) allowed the identification of genes that encode key enzymes involved in the phenylpropanoid pathway, including PHENYLALANINE AMMONIA LYASE 1 and 2 (PAL1,2; PimaS6.A09G041328.1, PimaS6.A11G018686.1, PimaS6.D11G014299.1), which catalyze the initial step of the phenylpropanoid pathway (Huang et al., 2010), and CHORISMATE MUTASE 2 (CM2; PimaS6.A06G072050.1, PimaS6.D06G069084.1) which catalyzes the first committed step in the synthesis of Phenylalanine (Fraser and Chapple, 2011). We also found an ortholog of CHALCONE SYNTHASE (CHS; PimaS6.D05G007786.1, PimaS6.A08G034631.1, PimaS6.A12G026213.1, PimaS6.D12G022648.1) that encodes the enzyme that catalyzes the initial step in the synthesis of flavonoids (Dao et al., 2011). 

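Of the 4 chalcone synthase (CHS) genes, 2 rose on FOV4 in Pima-S6. PimaS6.D05G007786 went from 9.00 ± 1.98 to 29.3 ± 1.92 in Pima-S6 (log2 fold change 1.66, standard error 0.34, adjusted p = 0.00292) and from 25.6 ± 16.7 to 3.03 ± 0.87 in Pima 3-79 (log2 fold change -2.72, standard error 0.34, adjusted p = 3.94e-06; SD, n = 3 each). In Pima S-7 it was at 17.9 ± 7.59 and 11.9 ± 2.13 (SD, n = 3 each). PimaS6.D12G022648 rose from 0.61 ± 0.32 to 4.65 ± 1.55 (SD, n = 3 each) in Pima-S6 (log2 fold change 2.16, standard error 0.41, adjusted p = 0.00153), near the lowest values that these depths measure. PimaS6.A08G034631 was at 1.10 ± 0.22 and 2.96 ± 0.69 in Pima-S6 (SD, n = 3 each; log2 fold change 1.08, standard error 0.36, adjusted p = 0.0603) and passed the test in Pima S-7, with a log2 fold change of 1.01 (standard error 0.36, adjusted p = 0.047) that lay between 0.60 and 1.30 over the settings tried and lost its call in 25 of them. PimaS6.A12G026213 did not reach the lowest value tested, with 0.32 ± 0.37 in control and 1.97 ± 1.24 in FOV4 roots of Pima-S6 (SD, n = 3 each), and with no filter on low values or with a value of at least 1 in at least 3 libraries it was called (log2 fold change 1.51, adjusted p = 0.0158 and 0.0185).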

Root exudation of secondary metabolism compounds through ABC-type transporters has also been shown to play a role in plant-microbe interactions and resistance to fungal pathogens (Chaparro et al., 2013; Fourcroy et al., 2014; He et al., 2019). Concomitantly, we found multiple cotton genes encoding ABC-type transporters orthologs to multiple Arabidopsis ABC-type transporters. Some of these transporters have been reported to play roles in fungal pathogen resistance, like PLEIOTROPIC DRUG RESISTANCE 12 (PDR12), by facilitating root exudation of secondary metabolites (He et al., 2019). 

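The PDR12 ortholog PimaS6.D03G079859, an ABC-type transporter gene, rose on FOV4 in Pima-S6 and fell in both susceptible cultivars. It went from 4.07 ± 1.85 to 15.0 ± 2.13 in Pima-S6, from 5.59 ± 1.41 to 1.01 ± 0.95 in Pima S-7 and from 10.7 ± 0.95 to 0.43 ± 0.74 in Pima 3-79 (SD, n = 3 each). The log2 fold changes were 1.82 (standard error 0.46, adjusted p = 0.0129), -2.15 (standard error 0.46, adjusted p = 0.00218) and -3.78 (standard error 0.46, adjusted p = 2.71e-06). In Pima 3-79 FOV4 roots 2 of 3 libraries list it at 0. Its rise in Pima-S6 ranged from 1.49 to 2.12 over the settings tried and did not pass the test without Pima-S6 control replicate 1, without all libraries numbered replicate 1, by TREAT, which tests against a log2 fold change of 1, or with 0.5 reads as the added value.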

The differential transcriptional response of Pima-S6 compared with susceptible genotypes Pima S-7 and Pima 3-79 indicates that secondary metabolism might play a key role in the FOV4 resistance mechanism. 

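Of the 9 tested genes among the 10 that the paper names for PAL, CM2, CHS and PDR12, 7 rose on FOV4 in Pima-S6, 3 rose and 1 fell in Pima S-7, and 6 fell in Pima 3-79. Adjusted over the list alone, 8 rose in Pima-S6, and the counts of the other cultivars were as over all genes. The paper chose the list on these samples, so neither count is independent evidence of its direction. The response of Pima-S6 itself exceeded that of Pima S-7 in 4 of the 9 genes (5 over the list alone) and that of Pima 3-79 in 7. Without all libraries numbered replicate 1, 4 of the 9 genes rose in Pima-S6. With no filter on low values or a value of at least 1 in at least 3 libraries, which let in PimaS6.A12G026213, 8 rose, and by TREAT, which tests against a log2 fold change of 1, 0 of the 9 rose in Pima-S6, 0 rose or fell in Pima S-7 and 5 fell in Pima 3-79. From the difference in transcriptional response between Pima-S6 and the susceptible genotypes, the paper proposes that secondary metabolism might play a key role in resistance to FOV4.

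**Figure D3:**
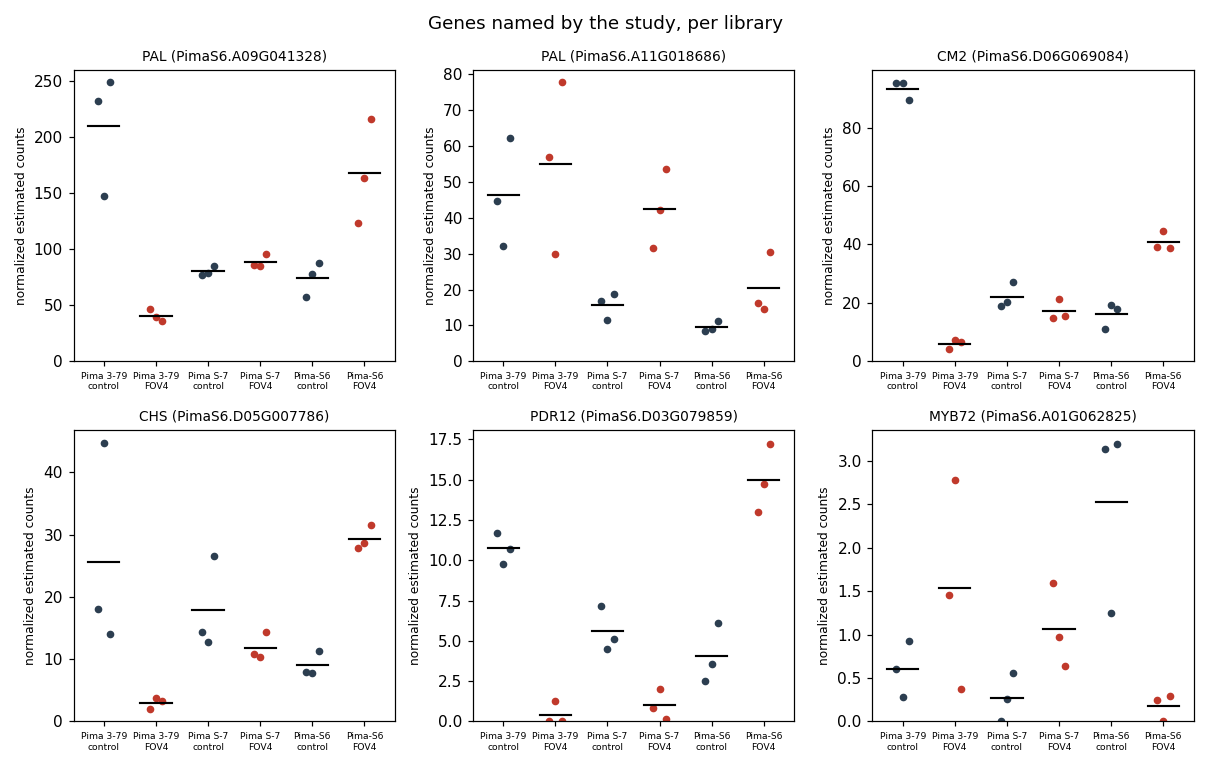
Normalized estimated counts of 6 genes named in the paper in each library (points) and the group mean (lines), for control (dark) and FOV4 roots (red) of Pima 3-79, Pima S-7 and Pima-S6, on linear axes from 0. PimaS6.D03G079859 lies above its control libraries in all 3 Pima-S6 FOV4 libraries and below them in all 3 FOV4 libraries of each susceptible cultivar.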

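The 8 genes that Supplementary Figure S2 labels, which its caption assigns to phenylpropanoid metabolism or its regulation, had estimates above those of Pima S-7 and Pima 3-79 in control roots of Pima-S6 in all 8 cases. The figure shows genes chosen as upregulated in Pima-S6 in these same control samples, so this direction is not independent evidence. Against Pima 3-79 control roots, 3 of them passed the test. PimaS6.D12G022952 was higher by a log2 fold change of 2.15 (standard error 0.33, adjusted p = 5.63e-05), PimaS6.A01G062825 by 1.38 (standard error 0.47, adjusted p = 0.0342) and PimaS6.D07G058623 by 1.19 (standard error 0.18, adjusted p = 5.35e-05). Against Pima S-7 control roots none was called higher by limma (0 of 8, and 2 of 8 at an unadjusted p under 0.05). On FOV4 treatment of Pima-S6 none rose, also at an unadjusted p under 0.05 (0 of 8), and 2 were called lower, PimaS6.A01G062825 and PimaS6.D07G058623. PimaS6.D07G058623 fell from 115 ± 12.9 to 56.6 ± 6.56 (SD, n = 3 each), a log2 fold change of -1.02 (standard error 0.18, adjusted p = 0.000819). Of the 8 genes, 2 were called higher and 1 lower on FOV4 in Pima 3-79, and 1 higher and 1 lower in Pima S-7. In Pima 3-79, PimaS6.D12G022952 rose on FOV4 from 0.56 ± 0.10 to 21.7 ± 4.58 (SD, n = 3 each). The call of PimaS6.A01G062825 against Pima 3-79 control roots, between 0.73 and 1.84 over the settings tried, was lost in 10 of them, among them without Pima 3-79 control replicate 1 or 2 and without Pima-S6 control replicate 1 or 3. The fall of PimaS6.D07G058623 lay between -1.15 and -0.84 and was lost in 7 settings, among them TREAT, which tests against a log2 fold change of 1, and without Pima-S6 control replicate 1 or FOV4 replicate 1.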

Interestingly, we found that genes in GO categories related to phenylpropanoid regulation and metabolism (GO:0009698, GO:0009715), have a higher basal expression in Pima-S6, the FOV4-resistant cotton, compared to the susceptible varieties, which is enhanced upon FOV4 infection (Supplementary Figure S2). This suggests that the enhanced basal expression of these genes might contribute to the FOV4 resistance phenotype.

### 3.3 Non-targeted metabolomics analysis reveals Pima-S6 cotton has a robust root metabolome that is key to FOV4-resistance

To further explore the differences in secondary metabolism between the resistant and the susceptible genotypes, we performed mass spectrometry-based non-targeted metabolomics analysis in the roots of non-infected Pima-S6, Pima S-7, and Pima 3-79 seedlings (Figure 4). We detected 3,115 compounds in the roots of the three studied genotypes (Figure 4A). Cluster profiling of the normalized relative abundance of the identified compounds indicates that Pima-S6 and Pima S-7 metabolomes are more closely related to each other than to Pima 3-79 (Figure 4A). We performed pairwise comparisons to determine statistically significant differences in relative compound concentration of these 3115 metabolites between FOV4-resistant Pima-S6 and the susceptible genotypes, namely, Pima-S6 vs. Pima S-7 and Pima-S6 vs. Pima 3-79 (Figures 4B, C). We found 2,251 metabolites with higher levels and 18 with lower levels in Pima-S6 relative to Pima 3-79, indicating that Pima-S6 has a more diverse root metabolome than Pima 3-79 (Figure 4B). The Pima-S6 vs. Pima S-7 comparison showed that 204 metabolites have higher and 190 lower levels in Pima-S6 (Figure 4C), which agrees with the clustering profiling analysis (Figure 4A).

**FIGURE 4:**
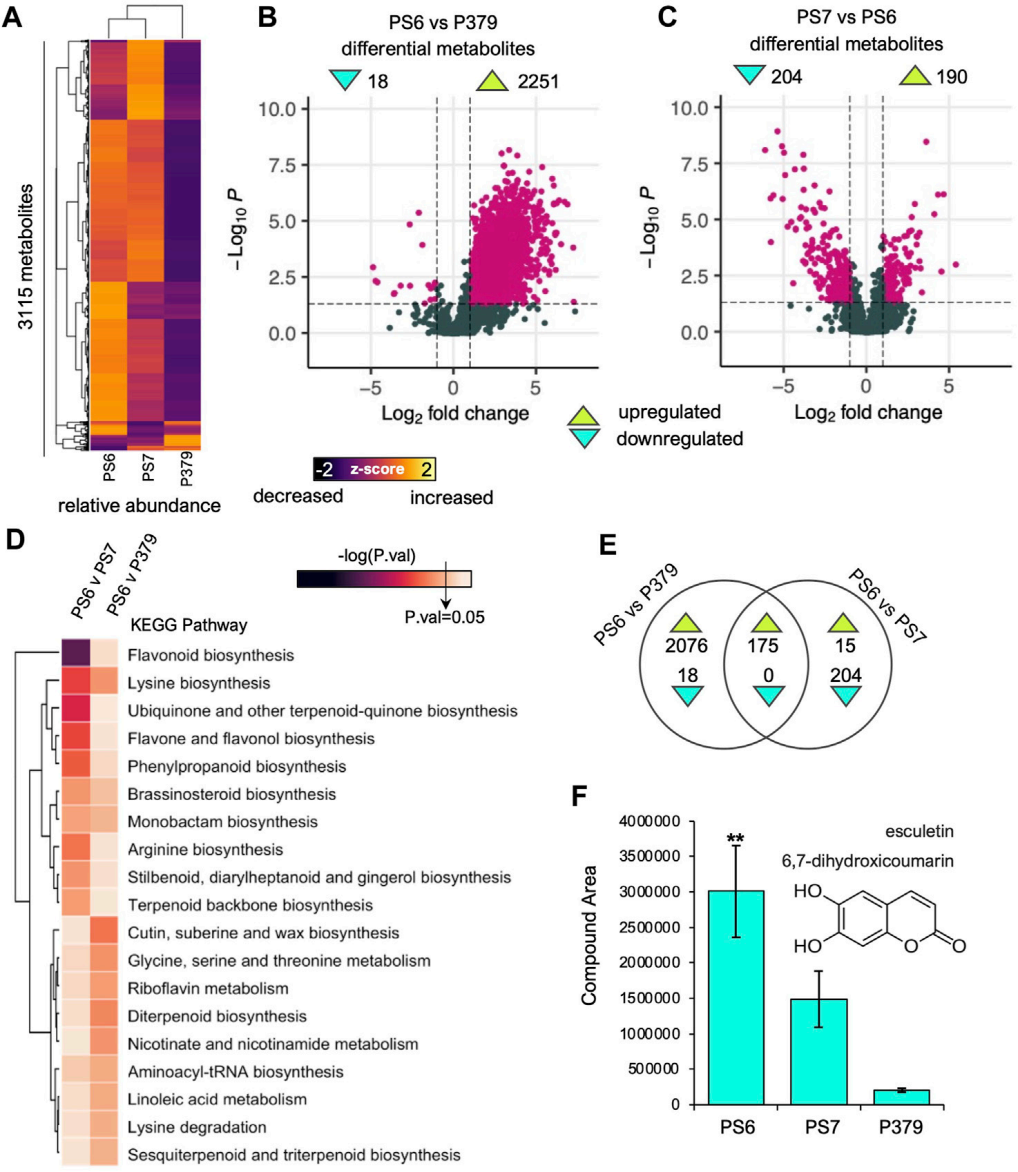
Mass spectrometry non-targeted metabolomic analysis of Pima-S6, Pima S-7, and Pima 3-79 corroborates differential enrichment of secondary metabolism-related compounds derived from the phenylpropanoid pathway in Pima-S6. **(A)** Heatmap of the normalized relative abundance (z-score) of the 3115 compounds identified using MS metabolomic profiling. **(B, C)** Volcano plots of the differential compounds found in the pairwise comparisons of Pima-S6 (PS6) vs. Pima 3-79 (P379) **(B)** and Pima-S6 vs. PS-7 (PS7) **(C)**. The threshold for a differential compound is (−1<logFC>1; *p*-value<0.05). **(D)** MS Peak-to-Pathway metabolite analysis. The key, -log(P.val), indicates the threshold for statistically significant enrichment of a KEGG metabolic pathway. **(E)** Venn analysis of differentially accumulated metabolites in the pairwise comparisons of PS6 vs. P379 and PS6 vs. PS7. **(F)** Relative abundance, in compound area units, of the coumarin esculetin in the three genotypes tested. Asterisks indicate that the level of this compound is significantly higher with statistical significance (P.val < 0.05).

To get functional insights into the metabolomic differences between Pima-S6 and FOV4-susceptible genotypes (Pima-S6 vs. Pima S-7 and Pima-S6 vs. Pima 3-79), we performed a functional analysis using MS Peak-to-Pathway analysis (Li et al., 2013; Pang et al., 2022), which harnesses metabolite changes at pathway level to calculate enrichment and combines it with metabolite set enrichment analysis to determine an overall pathway enrichment *p*-value (Figure 4D; Supplementary Dataset S1). In the case of the pairwise comparison between Pima-S6 and Pima 3-79, it was determined that the “cutin, suberin, and wax biosynthesis” pathway was significantly more enriched in Pima-S6 than in Pima 3-79 (Figure 4D). Along with lignin, cutin, suberin, and wax are secondary cell wall components that, amidst other functions, provide protection against pathogen attack and interact metabolically with the phenylpropanoid synthesis pathway (Miedes et al., 2014; Andersen et al., 2021). In the case of the pairwise comparison between Pima-S6 and Pima S-7, six pathways were found significantly more enriched in Pima-S6 than in Pima S-7, including “flavonoid biosynthesis”, “lysine biosynthesis”, “ubiquinone and another terpenoid-quinone biosynthesis”, “flavone and flavonol biosynthesis” and “phenylpropanoid biosynthesis” (Figure 4D). All these categories, except for lysine biosynthesis, are closely related to secondary metabolism, specifically the phenylpropanoid pathway.

We rationalized that the set of metabolites key to FOV4-resistance in Pima-S6 must have enhanced levels compared to susceptible genotypes. To test this hypothesis, we performed Venn diagram analysis to determine more abundant metabolites in Pima-S6 compared to FOV4-susceptible Pima 3-79 and Pima S-7 genotypes (Figure 4E). We identified 175 compounds more abundant in Pima-S6 than in the two susceptible genotypes (Supplementary Dataset S1, spreadsheet 9.1). Their identity was determined by matching their spectra to known databases using the Compound Discoverer software (Thermo Scientific). We found 57 hits to known molecules (∼32%) among the Pima-S6-enhanced metabolites (Supplementary Dataset S1, spreadsheet 9.2). Inspection of the list revealed multiple molecules related to secondary metabolism, specifically phenylpropanoid metabolism, as suggested by the presence of a phenyl group in their structure (Supplementary Dataset S1), which agrees with the pathways presented in Figure 4D. Interestingly, we found enhanced levels of the coumarin esculetin in the roots of Pima-S6 (Figure 4F). Root coumarin exudation has been recently shown to inhibit *Fusarium oxysporum* f. sp*. raphani* growth *in vitro* and promote the establishment of plant-beneficial microorganism communities in the rhizosphere (Stringlis et al., 2018). A quantitative determination was performed using an external high-purity standard to corroborate the metabolite esculetin’s identity. UHPLC-MS analysis suggests that the fragmentation pattern of the esculetin standard and our samples matches and is one of the most abundant in Pima-S6 (Figure 4F; Supplementary Figure S3).

## 4 Discussion

Breeding programs have successfully developed FOV4-resistant cotton germplasm (Ulloa et al., 2016b; Ulloa et al., 2022a; Ulloa et al., 2022b). However, little is known about the molecular mechanisms underlying FOV4 resistance in this crop. To address this question, we harnessed our recent assembly of the Pima-S6 genome (Chávez Montes et al., 2023) to conduct RNA-seq profiling in the roots of *G. barbadense* resistant (Pima-S6) and susceptible cultivars (Pima S-7 and Pima 3-79) and determined the genes that are differentially expressed in Pima-S6 in response to FOV4 infection. RNA-seq data indicates that the transcriptional response of Pima-S6 differs from that of susceptible genotypes in magnitude (a smaller number of differentially expressed genes) and functional enrichment (Figure 2). 

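The difference in response between Pima-S6 and the susceptible cultivars was itself tested in the defense groups. All 15 tested chitinase genes responded less in Pima-S6 than in Pima S-7, with a median difference of -3.38 log2 units, and 14 did so against Pima 3-79, with a median of -4.02. The same was found for 15 of 17 salicylic acid response genes against Pima S-7 and 16 against Pima 3-79, for 12 and 14 of 15 jasmonic acid response genes, for 10 and 12 of 14 ethylene signaling genes, and for 8 and 14 of 17 endo-1,3-beta-glucanase genes. Adjusted over the list alone, the counts against Pima S-7 and Pima 3-79 were 16 and 16 for salicylic acid, 12 and 15 for jasmonic acid, 11 and 13 for ethylene and 10 and 14 for endo-1,3-beta-glucanases, and those of the chitinases did not change. All 8 tested regulators of systemic acquired resistance responded less in Pima-S6 than in Pima S-7. Against Pima S-7 and Pima 3-79, this was so for 10 and 12 of 14 genes for defense against oomycetes (11 and 13 over the list alone), of which 1 responded more in Pima-S6 than in Pima S-7, for 7 and 12 of 15 P-type calcium transporters (9 and 13), for 10 and 10 of 11 genes of the hypersensitive response (11 and 10) and for 16 and 19 of 20 genes for the response to wounding (16 and 19). The paper selected these groups on Pima 3-79 libraries that enter the comparison with that cultivar. The choice bears on the comparison with Pima S-7 too. Across genes, the response of Pima 3-79 had a Pearson correlation of 0.57 with that of Pima S-7 and of -0.40 with that of Pima-S6. How many of all genes higher in Pima 3-79 responded less in Pima-S6 than in Pima S-7 was not counted.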

GO functional analysis of the genes activated in Pima-S6 in response to FOV4 infection revealed a differential activation of metabolic pathways that do not occur in susceptible genotypes Pima 3-79 and Pima S-7 (Figures 3A, B).

Enhancement of secondary metabolism in response to FOV4 treatment, particularly of pathways related to the production of phenylpropanoids, is a key difference that sets the transcriptional response of Pima-S6 apart from that of Pima S-7 and Pima 3-79. 

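The response of the PDR12 gene PimaS6.D03G079859 to FOV4 was 3.96 log2 units higher in Pima-S6 than in Pima S-7 (standard error 0.65, adjusted p = 0.000401) and 5.60 higher than in Pima 3-79 (standard error 0.65, adjusted p = 1.81e-06). For the CHS gene PimaS6.D05G007786 the differences were 2.18 (standard error 0.48, adjusted p = 0.00399) and 4.38 (standard error 0.48, adjusted p = 9.73e-07), for the CM2 gene PimaS6.D06G069084 they were 1.70 (standard error 0.32, adjusted p = 0.0012) and 5.24 (standard error 0.32, adjusted p = 8.86e-10), and for the PAL gene PimaS6.A09G041328 they were 1.01 (standard error 0.31, adjusted p = 0.0268) and 3.48 (standard error 0.31, adjusted p = 6.18e-08). The response of the PAL gene PimaS6.D11G014299 was not called as different between Pima-S6 and Pima S-7 (difference 0.19, standard error 0.51, adjusted p = 0.836), and it was higher in Pima-S6 than in Pima 3-79 (difference 3.42, standard error 0.51, adjusted p = 3.02e-05). The difference for PimaS6.A09G041328 against Pima S-7 lay between 0.81 and 1.21 over the settings tried and lost its call in 13 of them, among them without Pima-S6 control replicate 1 or FOV4 replicate 3 and without Pima S-7 control replicate 2 or 3 or FOV4 replicate 1 or 2.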

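In control roots, 66 genes were higher and 83 lower in Pima-S6 than in Pima S-7, and 3316 were higher and 3912 lower than in Pima 3-79. Of the 9 tested PAL, CM2, CHS and PDR12 genes that the paper names, none differed between control roots of Pima-S6 and Pima S-7 by limma (0 of 9, and at an unadjusted p under 0.05 no gene higher and 2 lower). Against Pima 3-79, 7 of the 9 were lower in Pima-S6 control roots, also over the list alone. The PAL gene PimaS6.D11G014299 was 3.54 log2 units lower (log2 difference -3.54, standard error 0.36, adjusted p = 6.63e-07) and the PAL gene PimaS6.A09G041328 was at a log2 difference of -1.48 (standard error 0.22, adjusted p = 4.1e-05). By RT-qPCR, which was not analysed here, the paper reports PAL2 and PDR12 as enhanced in non-infected Pima-S6 roots. For CM and PAL1 it reports no significant difference between the cultivars. Without Pima S-7 control replicate 1, 42 genes were higher and 43 lower in Pima-S6 than in Pima S-7, without replicate 2 of that group 38 were higher and 44 lower, and without its replicate 3 there were 48 lower. With libraries scaled to equal totals, 5338 genes were higher and 2736 lower in Pima-S6 than in Pima 3-79 control roots.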

Importantly, the activation of genes related to signaling and metabolism of phenylpropanoids was detected in non-infected roots of Pima-S6, suggesting these cotton plants are ready to respond to FOV4 infection (Supplementary Figure S2). Among the differentially enriched GO categories activated in the Pima-S6 transcriptional response to FOV4 treatment, we identified categories related to phenylpropanoid metabolism, including “ammonia-lyase activity” and “chorismate metabolic process”. The finding of these categories is interesting because an enhanced phenylpropanoid metabolism has been previously related to disease resistance in tobacco, rice, and barley (Shadle et al., 2003; Hu et al., 2009; Tonnessen et al., 2015; Jan et al., 2021). Identification of ortholog Arabidopsis genes to genes differentially expressed in FOV4-infected cotton plants revealed that genes orthologous to AtPAL1 and AtPAL2 are overexpressed in Pima-S6 with respect to the susceptible cotton cultivars (Supplementary Dataset S1; Figure 5A). 

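In FOV4 roots, the PAL gene PimaS6.A09G041328 was higher in Pima-S6 than in Pima 3-79 by 2.01 log2 units (standard error 0.22, adjusted p = 1.02e-06), and against Pima S-7 the log2 difference was 0.88 (standard error 0.22, adjusted p = 0.00472), short of the fold threshold. PimaS6.A11G018686, a PAL2 ortholog, was lower in Pima-S6 than in both susceptible cultivars, at 20.4 ± 8.67 against 42.5 ± 11.0 in Pima S-7 and 54.9 ± 24.1 in Pima 3-79 (SD, n = 3 each). Its log2 differences were -1.08 against Pima S-7 (standard error 0.33, adjusted p = 0.0181) and -1.37 against Pima 3-79 (standard error 0.33, adjusted p = 0.00254). PimaS6.D11G014299, the other PAL2 ortholog, differed from Pima S-7 by -0.13 (standard error 0.36, adjusted p = 0.813) and from Pima 3-79 by -0.12 (standard error 0.36, adjusted p = 0.81). Both carry the same ortholog name and may share reads, which was not tested here. The lower value of PimaS6.A11G018686 against Pima S-7 ranged from -1.40 to -0.87 over the settings tried and was not called in 6, among them without Pima-S6 FOV4 replicate 1 or 2 or Pima S-7 FOV4 replicate 3.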

PAL1,2 have been thoroughly related to plant defense responses (Huang et al., 2010; Piofczyk et al., 2015; Li et al., 2022). Our metabolomic analysis further corroborated transcriptomic findings as we found significant enrichment of the phenylpropanoid pathway in the roots of Pima-S6 compared to Pima S-7. 

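In FOV4 roots, 2 of the 3 tested CHS genes were higher in Pima-S6 than in both susceptible cultivars. PimaS6.D05G007786 was higher than in Pima S-7 by 1.28 log2 units (standard error 0.34, adjusted p = 0.00775) and than in Pima 3-79 by 3.09 (standard error 0.34, adjusted p = 1.27e-06). PimaS6.D12G022648, a gene of few reads, was higher by 1.72 (standard error 0.41, adjusted p = 0.00367) and 2.78 (standard error 0.41, adjusted p = 2.73e-05). PimaS6.A08G034631 differed by 0.06 (standard error 0.36, adjusted p = 0.914) and 0.19 (standard error 0.36, adjusted p = 0.701).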

We also identified enhanced transcript levels of *AtCHS1* orthologs in Pima-S6 (Supplementary Dataset S1; Figure 5A), suggesting a possible role of flavonoids in the FOV4 resistance mechanism in this cotton cultivar. Supporting this notion, we also found significant enrichment of flavonoids in the root metabolome of Pima-S6 compared to Pima S-7 (Figure 4D). Coding for the enzyme that catalyzes the first step in the synthesis of flavonoids, the expression of chalcone synthase genes is activated by plants in response to multiple stress conditions, including fungal infection (Dao et al., 2011). A previous study demonstrated that *AtCHS1* protects against the pathogenic fungi *Verticillium dahliae* in Arabidopsis and that knockdown of orthologs of this gene in cotton (*G. hirsutum*) results in enhanced susceptibility to *V. dahliae* infection (Lei et al., 2018).

**FIGURE 5:**
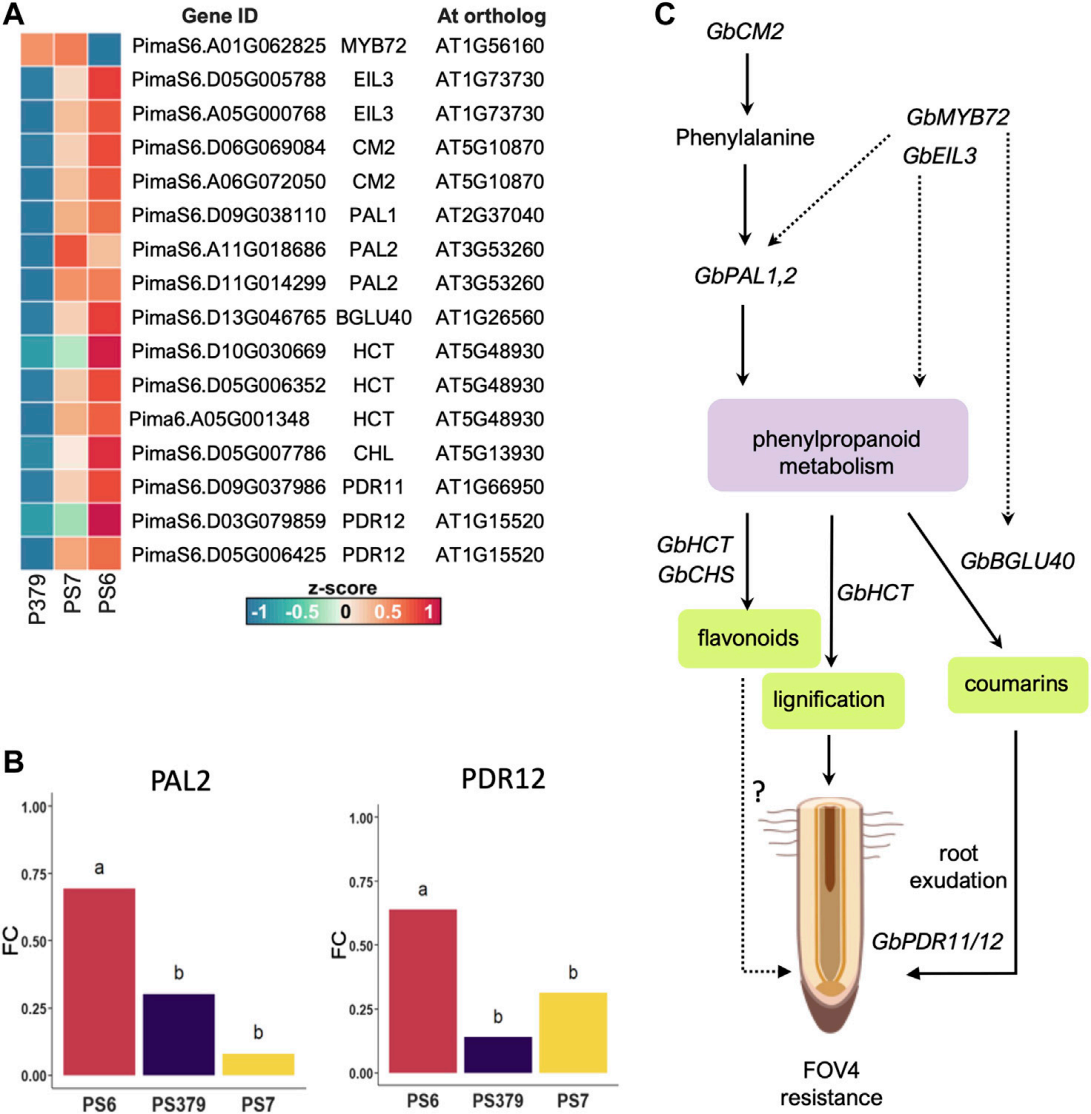
Phenylpropanoid metabolism and the possible genes and pathway that contribute to FOV4 resistance in Pima-S6. **(A)** Heatmap of relative expression (z-score) of candidate genes that contribute to the enhanced phenylpropanoid metabolism observed in Pima-S6 (PS6) and their Arabidopsis ortholog, compared to Pima S-7 (PS7) and Pima 3-79 (P379). **(B)** Relative quantification by RT-qPCR of mRNA expression levels (fold change, FC) of PAL2 (left) and PDR12 (right) compared to the expression level of UBQ14. Different letters indicate statistically significant differences according to Tukey’s HSD test (*p* < 0.05). **(C)** Putative gene regulatory pathway that controls the enhancement of phenylpropanoid metabolism and is upregulated in response to FOV4 in PS6. Chorismate mutase (encoded by *GbCM2*) catalyzes phenylalanine synthesis, which boosts the phenylpropanoid pathway via phenylammonia lyase activity (encoded by *GbPAL1*). Three possible pathways contribute to FOV4 resistance: coumarin exudation, lignification of the root, and flavonoid synthesis. We observed enhanced levels of the coumarin esculetin, which suggests a basal synthesis of coumarins is enhanced in PS6; the exudation of these types of compounds could be enhanced via *GbBGLU40* and root ABC-type transporter-encoding genes *GbPDR11/12*. The same root exudation mechanisms could be operating for flavonoid compounds whose synthesis could be heightened by enhanced hydroxycinnamoyltransferase activity (encoded by *GbHCT* genes) and chalcone synthase activity (encoded by *GbCHS* genes). Increased lignification of the root of PS6, which we have observed in a previous study (Mendu et al., 2022), could be caused by the enhanced activity of the encoded products of *GbCM2*, *GbPAL1*, and *GbHCT*, which results in the secondary cell-wall thickening and provides a physical barrier of defense against the FOV4 threat. Parts of this figure were generated with BioRender.

To test the idea that Pima-S6 produces and exudates more phenolic compounds than Pima 3-79 and Pima S-7, we decided to analyze the expression of four genes related to the phenylpropanoid metabolism and root exudation of secondary metabolites, PAL1, PAL2, CM, and PDR12 (Pang et al., 2022), by RT-qPCR. We found clear enhanced expression of PAL2 and PDR12 in non-infected Pima-S6 roots (Figure 5B), whereas no significant difference in CM and PAL 1 expression levels between the three cotton varieties was found (Supplementary Figure S4). This suggests PAL2 and PDR12 might play important roles in the FOV4 resistance phenotype, as they are upregulated upon FOV4 infection. In Arabidopsis, PDR12 is upregulated in response to fungal infections (Abuqamar et al., 2013) and its mutation leads to pathogen susceptibility (Pang et al., 2022), demonstrating that PDR12 is an important component of the plant defense response to fungi. The fact that PDR12 is important in various plant species to defend against fungi suggests that it is more important than previously thought. Thus, it is an interesting candidate gene for breeding efforts that can be coupled with PAL genes.

Phenylpropanoid metabolism is closely linked to lignin deposition in the root; the synthesis of the main lignin subunits, monolignols, starts with the phenyl ammonia lyase reaction and continues with subsequent biochemical reactions that give rise to monolignols, which are then polymerized during secondary cell wall formation (Fraser and Chapple, 2011). It was recently reported that higher levels of lignin are associated with a higher resistance of Pima-S6 to FOV4 (Mendu et al., 2022). The significant enrichment of the phenylpropanoid pathway found in our transcriptomic (Figures 3B, C) and metabolomic (Figure 4D) analyses supports increased lignification in Pima-S6 as one of the mechanisms underlying FOV4-resistance in this cultivar. 

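Each of the 3 HCT orthologs that the paper labels, genes of hydroxycinnamoyltransferases on the way to lignin, rose on FOV4 in Pima-S6 and fell in Pima 3-79. The same was so for 64.3% of all genes higher in Pima-S6. PimaS6.A05G001348, the most abundant, went from 199 ± 80.2 to 414 ± 117 in Pima-S6 (log2 fold change 1.10, standard error 0.31, adjusted p = 0.0237) and from 619 ± 149 to 98.3 ± 14.7 in Pima 3-79 (log2 fold change -2.63, standard error 0.31, adjusted p = 1.76e-06; SD, n = 3 each). PimaS6.D05G006352, of the same ortholog name, which may share reads with it, went from 78.9 ± 31.4 to 186 ± 80.7 in Pima-S6 (log2 fold change 1.22, standard error 0.31, adjusted p = 0.0128) and had a log2 fold change of -2.83 in Pima 3-79 (standard error 0.31, adjusted p = 7.39e-07; SD, n = 3 each). PimaS6.D10G030669 had log2 fold changes of 1.495 in Pima-S6 (standard error 0.39, adjusted p = 0.0155), -2.26 in Pima 3-79 (standard error 0.39, adjusted p = 0.000122) and -1.08 in Pima S-7 (standard error 0.39, adjusted p = 0.048). In FOV4 roots, PimaS6.D05G006352 was higher in Pima-S6 than in Pima S-7 by 1.15 (standard error 0.31, adjusted p = 0.00779), and PimaS6.A05G001348 and PimaS6.D10G030669 differed from Pima S-7 by 0.76 and 0.45 (adjusted p = 0.0662 and 0.399). The rises in Pima-S6 lay between 0.76 and 1.38 for PimaS6.A05G001348, 0.89 and 1.51 for PimaS6.D05G006352 and 0.86 and 1.95 for PimaS6.D10G030669 over the settings tried. They lost their calls in 10, 8 and 7 settings, among them TREAT, which tests against a log2 fold change of 1, and without Pima-S6 FOV4 replicate 3, the first also without Pima-S6 control replicate 1 or FOV4 replicate 2, the second without control replicate 1, and the third without control replicate 3 or FOV4 replicate 2, while the fall of PimaS6.D10G030669 in Pima S-7 lay between -1.36 and -0.91 and was lost in 19 settings, and the difference of PimaS6.D05G006352 from Pima S-7 in FOV4 roots lay between 0.83 and 1.45 and was lost without Pima-S6 FOV4 replicate 3.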

Enhanced expression of Pima-S6 orthologs of *AtHCT* (Supplementary Dataset S1; Figure 5A)*,* whose expression is positively correlated with lignin deposition (Liu et al., 2018), provides candidate genes to explain the enhanced lignification in Pima-S6. Interestingly, we also found significant enrichment of cutin, suberin, and wax biosynthesis in Pima-S6 compared to Pima 3-79 (Figure 4D). Phenylpropanoid metabolism has recently been shown to be essential for tissue-specific suberin deposition in the root endodermis (Andersen et al., 2021). Both suberin and lignin contribute to forming root cell barriers that, among other functions, protect the plant from pathogen invasion. Concomitantly, lignin deposition has been recently shown to be part of a disease-resistance mechanism against *Verticillium dahlia* and *Fusarium oxysporum* in Upland cotton (Li et al., 2021).

Identified for the first time in the plant species formerly known as *Coumarona odorata,* coumarins is a family of secondary metabolites derived from the phenylpropanoid pathway (Stringlis et al., 2019). Coumarins consist of a benzene ring linked to a pyrone ring and have been linked with Fe uptake and, recently, with regulating plant-microbe interactions (Clemens and Weber, 2016; Stringlis et al., 2019). The coumarin esculetin was reported to present antifungal activity, i.e., by inhibiting *Phytophthora capsici* growth *in planta* and *in vitro* (Wang et al., 2021)55. Interestingly, we found enhanced levels of esculetin in the metabolome of Pima-S6 roots (Figure 4F; Supplementary Figure S3), which suggests this molecule might be involved in the FOV4-resistance response in this cotton variety. A recent report highlighted the role of the transcription factor *AtMYB72* in activating coumarin exudation to modulate plant-microbe interactions and protect Arabidopsis from *F. oxysporum* infection (Stringlis et al., 2018). The activation of the expression of the *BETA-GLUCOSIDASE 42 (AtBGLU42)* gene by *AtMYB72* promotes the de-glycosylation of scopolin into scopoletin, which facilitates its exudation into the rhizosphere. Scopoletin was reported to inhibit *F. oxysporum* growth *in vitro* (Stringlis et al., 2018). We found higher transcript levels of two of *AtBGLU40* in Pima-S6 (Supplementary Dataset S1; Figure 5A), which belongs to the same family of beta-glucosidases with coumarin-hydrolyzing activity as *AtBGLU42* (Dong et al., 2019) and whose enzymatic activity is enhanced upon *F. oxysporum* infection (Husaini et al., 2018). 

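The BGLU40 ortholog PimaS6.D13G046765, a beta-glucosidase gene, rose in Pima-S6 from 12.3 ± 0.92 in control to 46.7 ± 11.0 in FOV4 roots (SD, n = 3 each), a log2 fold change of 1.85 (standard error 0.23, adjusted p = 2.38e-05). It fell in Pima 3-79 from 83.7 ± 12.1 to 20.7 ± 3.14 (SD, n = 3 each; log2 fold change -1.99, standard error 0.23, adjusted p = 1.5e-06) and was at 19.3 ± 3.56 and 28.0 ± 9.13 in Pima S-7 (SD, n = 3 each; adjusted p = 0.13). In FOV4 roots it was higher in Pima-S6 than in Pima 3-79 by 1.14 log2 units (standard error 0.23, adjusted p = 0.000583), and against Pima S-7 the difference was 0.75 (standard error 0.23, adjusted p = 0.0176), short of the fold threshold. In control roots it was lower in Pima-S6 than in Pima 3-79, with a log2 difference of -2.71 (standard error 0.23, adjusted p = 7.77e-08).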

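The PDR11 ortholog PimaS6.D09G037986 and the PDR12 ortholog PimaS6.D05G006425, both genes of ABC-type transporters, rose on FOV4 in Pima-S6 and fell in Pima 3-79. Falls in Pima 3-79 were called for 64.3% of all genes higher in Pima-S6. PimaS6.D09G037986 went from 1.05 ± 0.77 to 6.23 ± 1.23 in Pima-S6 (log2 fold change 2.17, standard error 0.38, adjusted p = 0.000858) and from 23.9 ± 8.82 to 4.37 ± 2.09 in Pima 3-79 (log2 fold change -2.36, standard error 0.38, adjusted p = 6.63e-05; SD, n = 3 each). PimaS6.D05G006425 went from 1179 ± 463 to 2511 ± 373 in Pima-S6 (log2 fold change 1.17, standard error 0.32, adjusted p = 0.0195) and from 2555 ± 342 to 1052 ± 357 in Pima 3-79 (log2 fold change -1.33, standard error 0.32, adjusted p = 0.0023; SD, n = 3 each). In Pima S-7 the log2 fold changes were 0.94 (standard error 0.38, adjusted p = 0.0775) and 0.76 (standard error 0.32, adjusted p = 0.0832), and the responses of Pima-S6 and Pima S-7 differed by 1.23 (standard error 0.54, adjusted p = 0.117) and 0.41 (standard error 0.45, adjusted p = 0.557). The rise of PimaS6.D05G006425 in Pima-S6 lay between 0.79 and 1.404 over the settings tried and was not called in 9, among them TREAT, which tests against a log2 fold change of 1, and without Pima-S6 control replicate 1 or Pima-S6 FOV4 replicate 2 or 3.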

We also found that Pima-S6 presents an enhanced expression of *AtPDR11/12* orthologs in response to FOV4 treatment (Supplementary Dataset S1; Figure 5A), which encode ABC-type transporters that facilitate the exudation of secondary metabolites to the rhizosphere (Ziegler et al., 2017; He et al., 2019).

Following the *AtMYB72-GLU42* model (Stringlis et al., 2018), we looked for *GbMYB72* orthologs and found only one hit in our assembly of the Pima-S6 genome (Supplementary Dataset S1; Figure 5A), but it was not significantly upregulated by FOV4 treatment in any of the tested genotypes. However, it has been reported that over-expression of *MYB72* does not enhance disease resistance (Van Der Ent et al., 2008), suggesting that this transcription factor is most likely subject to a post-translational regulation mechanism. Furthermore, it has been demonstrated that *AtMYB72* interacts with the *ETHYLENE INSENSITIVE LIKE 3 (EIL3)*, suggesting a role for this transcriptional activator in regulating *AtMYB72* activity (Van Der Ent et al., 2008). Nonetheless, the nature of the relationship between these two transcriptional activators has yet to be elucidated. 

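The MYB72 ortholog PimaS6.A01G062825 was a gene of few reads, and it fell on FOV4 in Pima-S6. Its values were 2.53 ± 1.11 in control and 0.18 ± 0.16 in FOV4 roots of Pima-S6, 0.27 ± 0.28 and 1.07 ± 0.49 in Pima S-7, and 0.60 ± 0.33 and 1.54 ± 1.204 in Pima 3-79 (SD, n = 3 each). The log2 fold change was -2.03 in Pima-S6 (standard error 0.47, adjusted p = 0.00751), 1.00 in Pima S-7 (standard error 0.47, adjusted p = 0.13) and 0.71 in Pima 3-79 (standard error 0.47, adjusted p = 0.241). The fall in Pima-S6 ranged from -3.13 to -0.97 with the settings tried and was not called with 8 reads as the added value or without all libraries numbered replicate 1.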

Interestingly, we found ethylene signaling as one of the phytohormone GO categories enriched in Pima-S6 (Figure 4C). Moreover, we found two *GbEIL3* orthologs significantly upregulated in Pima-S6 in response to FOV4 treatment compared to the susceptible cotton genotypes tested (Supplementary Dataset S1; Figure 5A).

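Of the EIL3 orthologs, which encode ethylene signaling transcription factors, PimaS6.D05G005788 passed the test in Pima-S6 and PimaS6.A05G000768 lay under the fold threshold. PimaS6.D05G005788 went from 4.73 ± 0.86 to 10.5 ± 0.40 in Pima-S6 (log2 fold change 1.08, standard error 0.21, adjusted p = 0.00216) and from 25.2 ± 2.33 to 4.46 ± 0.85 in Pima 3-79 (log2 fold change -2.38, standard error 0.21, adjusted p = 7.93e-08; SD, n = 3 each). In FOV4 roots it was higher in Pima-S6 than in Pima S-7 by 1.19 log2 units (standard error 0.21, adjusted p = 0.000386) and than in Pima 3-79 by 1.16 (standard error 0.21, adjusted p = 0.000246). PimaS6.A05G000768, of the same ortholog name, which may share reads with it, had a log2 fold change of 0.98 in Pima-S6 (standard error 0.22, adjusted p = 0.00628) and fell in Pima 3-79 by 1.76 log2 units (log2 fold change -1.76, standard error 0.22, adjusted p = 4.22e-06). The value of PimaS6.D05G005788 in Pima-S6 lay between 0.88 and 1.19 and lost its call in 5 settings, among them TREAT, which tests against a log2 fold change of 1, and without Pima-S6 control replicate 2, and that of PimaS6.A05G000768 lay between 0.80 and 1.19 and was above 1 without Pima-S6 control replicate 1 or FOV4 replicate 3.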

Figure 5C illustrates the possible pathways and candidate genes contributing to FOV4 resistance in Pima-S6 cultivar. We provide metabolomic and transcriptomic evidence that indicates a central role for phenylpropanoid metabolism in FOV4 resistance. The enhanced expression of *GbCM2* and *GbPAL1,2* genes in FOV4-infected Pima-S6 plants leads to an increased phenylpropanoid metabolism. 

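In FOV4 roots, the CM2 gene PimaS6.D06G069084 was at 40.9 ± 3.25 in Pima-S6 and 17.3 ± 3.61 in Pima S-7 (SD, n = 3 each), and it was higher in Pima-S6 than in Pima S-7 by 1.23 log2 units (standard error 0.23, adjusted p = 0.000476) and than in Pima 3-79 by 2.70 (standard error 0.23, adjusted p = 5.09e-08). PimaS6.A06G072050 was higher than in Pima 3-79 by 1.26 (standard error 0.24, adjusted p = 0.000298) and differed from Pima S-7 by 0.58 (standard error 0.24, adjusted p = 0.068). The PAL1 gene PimaS6.D09G038110 rose on FOV4 in Pima-S6 from 3.88 ± 3.41 to 13.6 ± 2.21 (SD, n = 3 each; log2 fold change 2.32, standard error 0.62, adjusted p = 0.0187) and fell in Pima 3-79 from 89.5 ± 17.6 to 7.57 ± 1.47 (SD, n = 3 each; log2 fold change -3.47, standard error 0.62, adjusted p = 0.000184). Its FOV4 roots did not differ in the test between Pima-S6 and Pima S-7 (log2 difference -0.09, standard error 0.62, adjusted p = 0.929) or Pima 3-79 (0.81, standard error 0.62, adjusted p = 0.311). The rise of PimaS6.D09G038110 in Pima-S6 was 1.14 (adjusted p = 0.0414) without Pima-S6 control replicate 1, which was at 0 where the other control libraries were at 6.39 and 5.27, lay between 1.14 and 3.01 over the settings tried and was not called in 5, among them TREAT, which tests against a log2 fold change of 1, without Pima-S6 FOV4 replicate 2 and in a fit to the Pima-S6 libraries alone.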

In Pima-S6, lignification might be increased by the FOV-4-induced phenylpropanoid metabolism and the increased expression of *GbHCT* genes*,* which contributes to forming a physical barrier for FOV4 infection. Transcriptional activation of *GbCM2* and *GbPAL1* can take place by transcription factors like *GbMYB72 and GbEIL3.* These transcription factors might also interact to activate the expression of *GbPAL1* and *GbBGLU40* to facilitate coumarin de-glycosylation and further exudation, which is toxic for *F. oxysporum* (Stringlis et al., 2018). Flavonoid synthesis, enhanced through the upregulation of phenylpropanoid metabolism and *GbHCT and GhCHS* genes, might also contribute to the FOV4 resistance. Lastly, enhanced expression of ABC-type transporters through *GbPDR* genes might ultimately contribute to the exudation of flavonoids and coumarins, which are toxic for FOV4. Previous QTL studies have highlighted *G. barbadense* as a source of FOV4 resistance (Ulloa et al., 2013; Ulloa et al., 2016a; Wang et al., 2018). The genes presented in Figure 5A, which include GbCM2 paralogs (PimaS6.A06G072050, PimaS6.D06G069084) and GbPDR12 (PimaS6.D03G079859) are interesting prospects of research for FOV4-disease resistance; their sequences and exact chromosomic locations are publicly available and can be found in the Pima-S6 genome assembly (Chávez Montes et al., 2023). 

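In FOV4 roots, the PDR12 gene PimaS6.D03G079859 was higher in Pima-S6 than in Pima S-7 by 3.50 log2 units (standard error 0.46, adjusted p = 1.88e-05) and than in Pima 3-79 by 4.24 (standard error 0.46, adjusted p = 1.06e-06). In control roots it was lower in Pima-S6 than in Pima 3-79, with a log2 difference of -1.36 (standard error 0.46, adjusted p = 0.0318) that was not called in 10 of the settings tried, among them without any 1 of the Pima 3-79 control libraries and without Pima-S6 control replicate 1 or 2, over a range from -1.66 to -1.05. The CM2 genes PimaS6.A06G072050 and PimaS6.D06G069084 were lower in Pima-S6 than in Pima 3-79 control roots, with log2 differences of -1.90 (standard error 0.24, adjusted p = 6.83e-06) and -2.54 (standard error 0.23, adjusted p = 1.36e-07). By RT-qPCR, another measure, the paper reports no significant difference in CM between non-infected roots of the cultivars.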

Overall, our study indicates that genes linked to enhanced phenylpropanoid metabolism are attractive research targets for transferring FOV4 resistance to other cotton cultivars of economic relevance.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Enhanced phenylpropanoid metabolism underlies resistance to Fusarium oxysporum f. sp. vasinfectum race 4 infection in the cotton cultivar Pima-S6 (Gossypium barbadense L.)
**Source:** Front Genet. 2024 Jan 8;14:1271200. doi: 10.3389/fgene.2023.1271200
**Supplement:** Supplementary file 1

Supplementary Material

Enhanced phenylpropanoid metabolism underlies resistance to *Fusarium oxysporum* f. sp. *vasinfectum* race 4 infection in the cotton cultivar Pima-S6 (*Gossypium barbadense* L.)

Jonathan Odilón Ojeda-Rivera¹, Mauricio Ulloa^{2,*}, Francisco G. Perez-Zavala¹, Héctor-Rogelio Nájera-Gonzalez¹, Philip A. Roberts³, Lenin Yong-Villalobos¹, Himanshu Yadav¹, Ricardo A. Chávez Montes¹, Luis Herrera-Estrella^{1,4}, Damar Lopez-Arredondo^{1,*}

Mauricio Ulloa

Keywords: Pima cotton, *F. oxysporum* race 4-resistance, phenylpropanoid metabolism, Fusarium wilt, RNA-seq analysis

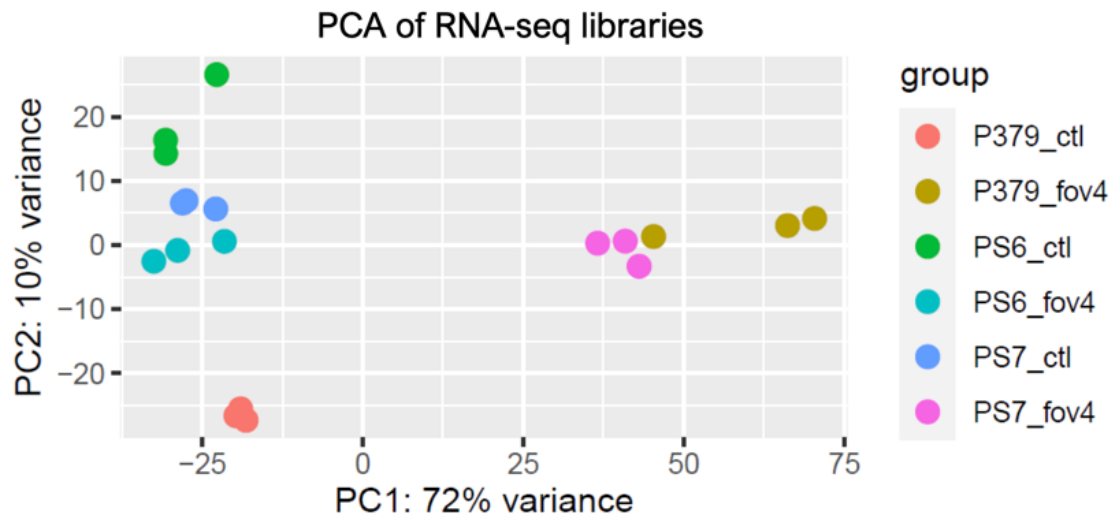

Supplementary Figure S1. Principal Component Analysis (PCA) of the RNA-seq libraries generated in this study.

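The principal component analysis places each library by the expression of its most variable genes. Recomputed here on 500 genes, the first component held 70.8% of the variance and separated FOV4 roots of the susceptible cultivars, at mean scores of 67.4 ± 13.8 in Pima 3-79 and 45.2 ± 3.84 in Pima S-7 (SD, n = 3 each), from the other groups. Pima-S6 FOV4 roots were at -31.2 ± 6.52, Pima-S6 control roots at -31.6 ± 5.44, Pima S-7 control roots at -28.9 ± 3.56 and Pima 3-79 control roots at -21.0 ± 0.97 (SD, n = 3 each). On the second component, with 9.60% of the variance, Pima 3-79 control roots were at -30.0 ± 0.82 and Pima-S6 control roots at 19.6 ± 6.57 (SD, n = 3 each). Pima 3-79 FOV4 replicate 2 scored 51.7 on the first component, where replicates 1 and 3 scored 73.6 and 77.0, and Pima-S6 control replicate 1 scored 27.0 on the second, where replicates 2 and 3 scored 17.3 and 14.4. Over all genes passing the filter, the first component held 45.4%.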

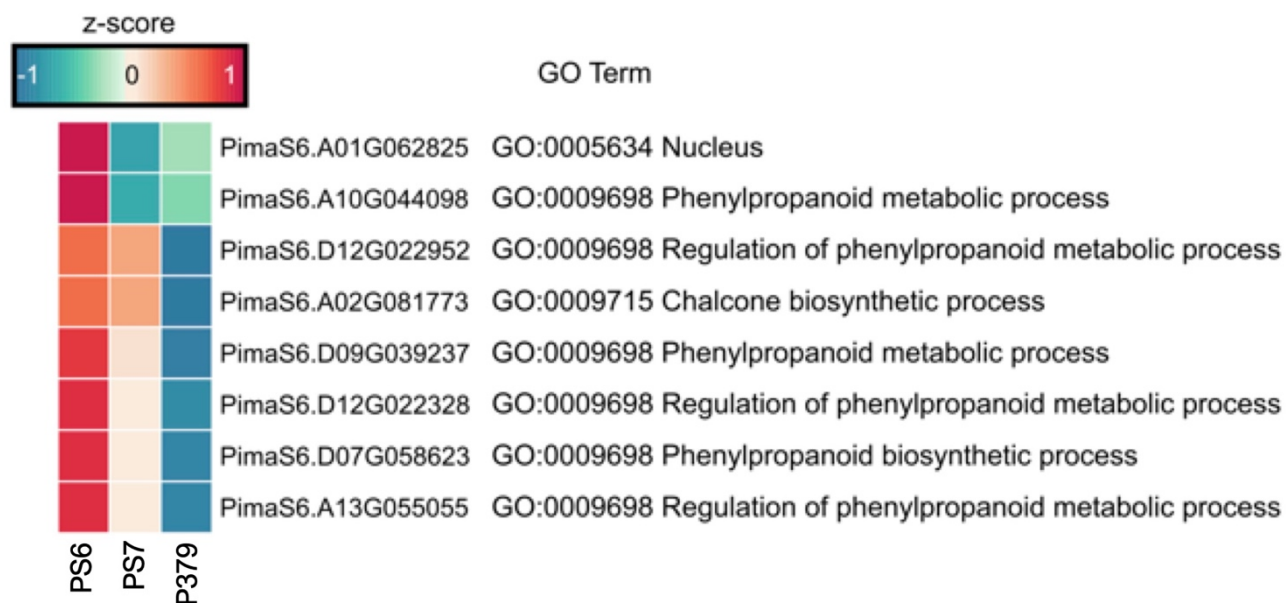

Supplementary Figure S2. Heatmap of relative expression (z-score) of genes belonging to Gene Ontology categories related to regulation and metabolism of phenylpropanoids upregulated in Pima-S6 (PS6) compared to Pima S-7 (PS7) and Pima 3-79 (P379), in the non-infected control samples.

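The heatmap shows the relative expression of each gene over the control roots of the 3 cultivars, in z-scores per gene. Its colors compare the cultivars within a gene but do not show the size of the difference. The sizes behind them differ widely. PimaS6.A10G044098 was at 3.62 ± 1.54 in Pima-S6, 3.19 ± 0.87 in Pima S-7 and 3.29 ± 0.64 in Pima 3-79 control roots, PimaS6.A02G081773 at 6.00 ± 0.80, 5.62 ± 2.54 and 2.63 ± 0.48, and PimaS6.D09G039237 at 7.52 ± 0.84, 5.96 ± 0.38 and 4.53 ± 1.76 (SD, n = 3 each). PimaS6.D12G022328 was at 6.09 ± 1.49, 5.03 ± 0.65 and 4.51 ± 2.04, and PimaS6.A13G055055 at 6.14 ± 2.34, 4.94 ± 0.83 and 4.19 ± 1.38 (SD, n = 3 each). None of these 5 genes was called between control roots of Pima-S6 and either susceptible cultivar.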

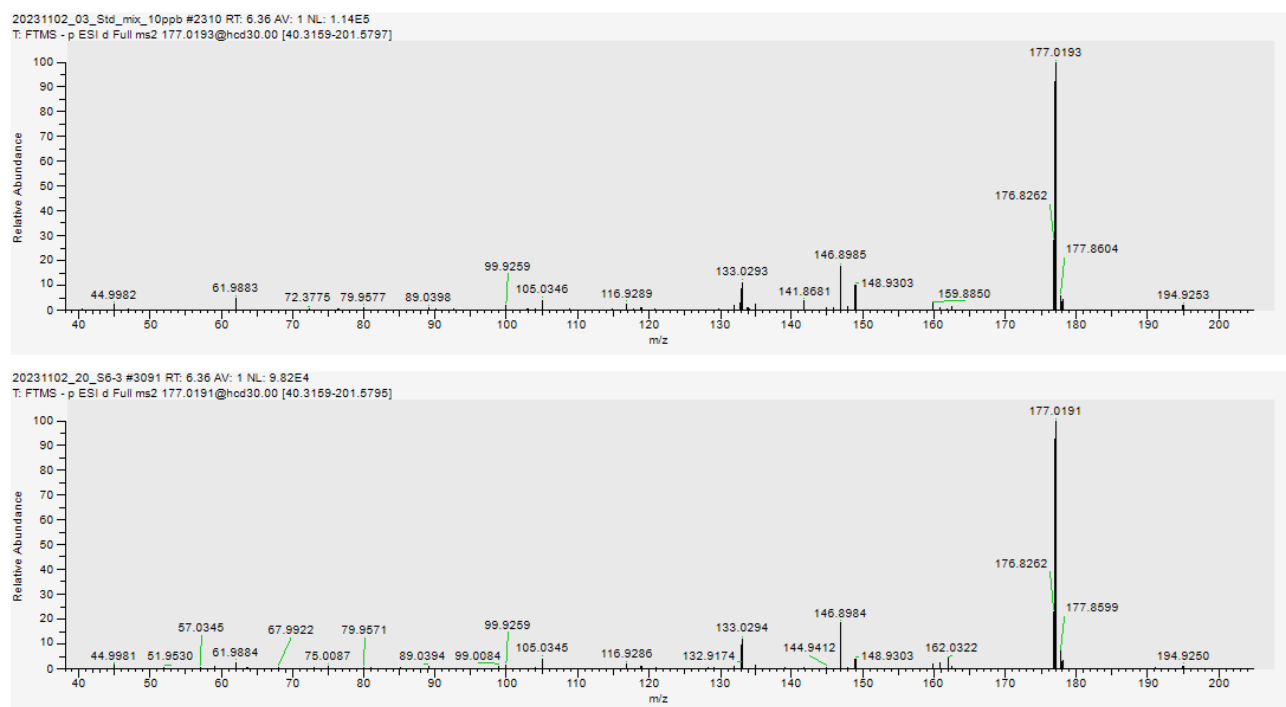

Supplementary Figure S3. Esculetin $[M-H]^-$ =177.0193 $[C_9H_5O_4]^-$ Full MS2 spectrum from an analytical standard (upper panel) and the cotton root sample of Pima-S6 cotton (lower panel).

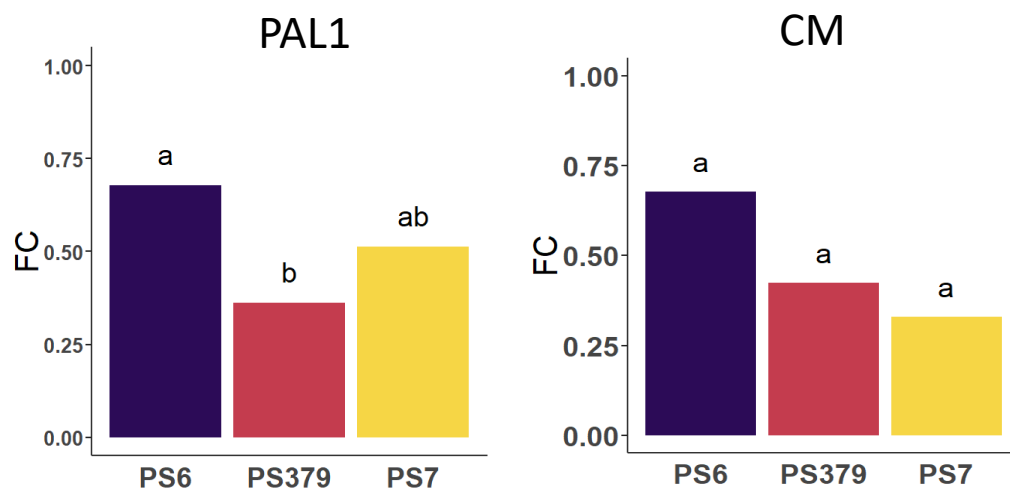

Supplementary Figure S4. Relative quantification by RT-qPCR of mRNA levels (fold change, FC) of PHENYLALANINE AMMONIA LYASE (PAL1, left) and CHALCONE SYNTHASE (CM, right), compared to the expression level of the internal control UBQ14. Different letters indicate statistically significant differences according to Tukey's HSD test ($p < 0.05$).

Supplementary Table S1. Alignment statistics and information about the 18 RNA-seq libraries generated and analyzed in this study. All libraries were sequenced using Illumina technology. Pima libraries were aligned to the assembly of the Pima-S6 *G. barbadense* genome (Chávez Montes et al., 2023).

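The table gives, for each library, the reads sequenced, the reads that kallisto could place on the Pima-S6 transcripts and their ratio in percent. Of the 18 percentages, 17 are those that the reads of the same row give. For Pima-S6 control replicate 2, with 3578609 aligned of 4264099 raw reads, the paper's table prints 74.6% and the reads give 83.9%. The libraries had 3881310 raw reads in Pima 3-79 FOV4 replicate 2 and 13306590 in Pima-S6 control replicate 3, the least and the most.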

Genotype	Treatment	Replicate	Raw Reads	Aligned Reads	% of Alignment	Library Type
Pima 3-79	control	1	4217918	3521586	83.5	Paired-end
Pima 3-79	control	2	4484855	3766385	84.0	Paired-end
Pima 3-79	control	3	12685829	9842536	77.6	Paired-end
Pima 3-79	FOV4	1	4540990	3490687	76.9	Paired-end
Pima 3-79	FOV4	2	3881310	3065877	79.0	Paired-end
Pima 3-79	FOV4	3	4166535	2937874	70.5	Paired-end
Pima-S6	control	1	4206901	3456981	82.2	Paired-end
Pima-S6	control	2	4264099	3578609	74.6	Paired-end
Pima-S6	control	3	13306590	9466152	71.1	Paired-end
Pima-S6	FOV4	1	4600488	3810780	82.8	Paired-end
Pima-S6	FOV4	2	4506533	3729056	82.7	Paired-end
Pima-S6	FOV4	3	9363353	6879433	73.5	Paired-end
Pima-S7	control	1	4510900	3758257	83.3	Paired-end
Pima-S7	control	2	4226092	3502960	82.9	Paired-end
Pima-S7	control	3	11037955	8689885	78.7	Paired-end
Pima-S7	FOV4	1	4117433	3285851	79.8	Paired-end
Pima-S7	FOV4	2	4072252	3294645	80.9	Paired-end
Pima-S7	FOV4	3	10450239	7771473	74.4	Paired-end

How the deposited data were processed for this re-analysis (not part of the article)

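Roots of Pima 3-79, Pima S-7 and Pima-S6 were sampled 11 days after inoculation with FOV4 or without it, with 3 libraries in each of the 6 groups. The signal values are normalized estimated counts, which the authors made before deposit with FastQC 0.11.9, Trimmomatic 0.39, kallisto 0.46.1, tximport and edgeR, according to the paper's methods, and the table as deposited holds 1 column per library for 55071 genes. The sample records give the authors' edgeR as version 3.13, while the paper's methods give it no version and give tximport version 3.130. Which function of the authors' edgeR wrote the table is not stated in the paper's text. All 18 columns were used, and each was matched to its group by its label.

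Since the table holds normalized values and not counts, the count-based test that was set before the data were examined, the one of the authors' edgeR, was replaced with limma 3.58.1 under R 4.3.3. Values were taken as log2 of the value plus 0.547, and genes with a value of at least 2.74 in at least 3 libraries were tested (39498 genes). These amounts correspond to 2 and 10 reads at the median aligned depth of 3653832.5 reads. Both were set after the files had been seen, when call counts under 4 exploratory settings of them had also been seen, and not by closeness to the paper. A linear model with 1 coefficient per group was fitted to all 18 libraries, with empirical Bayes moderation and a trend in the mean. All adjusted p-values are from limma, by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and a log2 fold change above 1 or below -1. The contrasts were the FOV4 response of each cultivar, the differences between these responses, and Pima-S6 against each susceptible cultivar in control roots and in FOV4 roots. Shares of aligned reads were compared with an exact two-sided permutation test. Principal components and Euclidean distances were taken on the 500 most variable genes. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

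Aligned reads per library, from Supplementary Table S1, set the precision, and 1 read corresponds to 0.103 to 0.371 in the values. The procedure was tested on simulated data, in which changes of 2 log2 units were recovered in 86.6%, 82.1% and 80.6% of cases in Pima 3-79, Pima S-7 and Pima-S6, and 4.12%, 5.39% and 3.57% of the genes called had no change. The simulation drew normal noise with 1 spread per gene for all groups and left 39298 of 39498 genes unchanged. It held no depth classes and no libraries that lie apart, so these rates hold for that setting and not for the real lists.

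The genes named are every gene the paper's text names by identifier or labels in Fig. 5A or Supplementary Figure S2, the 3 members of each GO list with the highest mean, and in each FOV4 response the 2 largest rises and the 2 largest falls among called genes with at least 10 estimated reads in each of the 6 libraries and no overlap between the groups. The values of MYB72 and of the first part of the paper's supplementary table had been seen when this rule was set. The GO lists are 22 of the categories of the paper's supplement for genes upregulated in Pima 3-79 whose gene lists were complete in the copy at hand, and the list of 10 genes is that of the paper's text for PAL, CM2, CHS and PDR12. Counts over each list are given over all genes tested and adjusted over the list alone.

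Alternatives were other scalings (median of ratios, upper quartile, equal column totals), other filters, other added values, TREAT (for responses and differences in response, not for comparisons within control or FOV4 roots), the adjusted p alone, a replicate block, a depth class term, fits to the libraries compared alone, library weights, robust empirical Bayes and leaving out each library, each replicate number and both libraries that lie apart. Metabolite and RT-qPCR data were not analysed here.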

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

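The tests below on the opposite directions of response and on the Pima-S6 control libraries were chosen after the result was seen, and the counts over other splits of the libraries were planned before they were run. The difference between cultivars in their response to FOV4 was tested itself for every gene, and the counts and gene differences given here as differences in response are results of that test. It called 2889 genes higher and 3777 lower in Pima-S6 than in Pima S-7, 6978 higher and 6686 lower in Pima-S6 than in Pima 3-79, and 4199 higher and 2377 lower in Pima S-7 than in Pima 3-79. Without all libraries numbered replicate 1, the counts against Pima S-7 were 928 and 1935, and those of Pima S-7 against Pima 3-79 were 2502 and 1002.

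Other splits of the libraries were counted for these comparisons, 100 drawn from 200. For Pima-S6 against Pima 3-79, 1 split called as many genes as the 13664, the real one, with 10645 in the highest other. For Pima-S6 against Pima S-7, 2 called as many as the 6666, the real one and 1 with 7222 that exchanges control and FOV4 in 1 cultivar, and for Pima S-7 against Pima 3-79, 5 called as many as the 6576, the real one and 4 (15575, 10267, 8261 and 8187) that exchange all or most of the control and FOV4 labels of 1 cultivar, the 8261 also 1 pair of the other. A split that exchanges the labels of 1 cultivar adds the responses in place of subtracting them, so a high count is built in. The splits do not show what equal responses would give, and no verdict on chance is drawn from them for any of these differences in response.

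Genes named in the paper whose response differed between cultivars were as follows, in log2 units. Against Pima S-7 and against Pima 3-79, the response of Pima-S6 was higher for PAL PimaS6.A09G041328 (1.01 and 3.48), CM2 PimaS6.D06G069084 (1.70 and 5.24), CHS PimaS6.D05G007786 (2.18 and 4.38), PDR12 PimaS6.D03G079859 (3.96 and 5.60), EIL3 PimaS6.D05G005788 (1.30 and 3.455), BGLU40 PimaS6.D13G046765 (1.37 and 3.84), and HCT PimaS6.D10G030669 (2.57 and 3.75) and PimaS6.D05G006352 (1.32 and 4.04), and lower for MYB72 PimaS6.A01G062825 (-3.02 and -2.74). Against Pima 3-79 it was also higher for PAL PimaS6.D11G014299 (3.42), CM2 PimaS6.A06G072050 (3.17), CHS PimaS6.D12G022648 (2.56), EIL3 PimaS6.A05G000768 (2.73), PAL1 PimaS6.D09G038110 (5.79), HCT PimaS6.A05G001348 (3.73), PDR11 PimaS6.D09G037986 (4.53) and PDR12 PimaS6.D05G006425 (2.50). The difference of PimaS6.D05G006352 against Pima S-7 lay between 0.99 and 1.62 and was not called without any 1 of the Pima S-7 control libraries, without Pima S-7 FOV4 replicate 1 or 2, without Pima-S6 control replicate 1 or 2, without Pima-S6 FOV4 replicate 2 or 3, without all libraries numbered replicate 1 or 2, or with TREAT. That of PimaS6.A09G041328 against Pima S-7 lay between 0.81 and 1.21 and was not called without Pima-S6 control replicate 1, Pima-S6 FOV4 replicate 3, Pima S-7 control replicate 2 or 3 or Pima S-7 FOV4 replicate 1 or 2, without all libraries of any 1 replicate number, or with TREAT, 8 reads as the added value or library weights.

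Genes that rose in Pima-S6 on FOV4 often fell in Pima 3-79 and the reverse, 4.07 and 4.12 times as many as independent lists would share. The tables argue against the scaling, library depth and Pima 3-79 RNA in the Pima-S6 FOV4 libraries as the whole cause. Under other scalings the lowest such ratio was 3.68. With a depth class term or without the libraries numbered replicate 3, which hold all 5 deep libraries and the shallow Pima 3-79 FOV4 replicate 3, it was 3.97. Markers of Pima 3-79 control RNA reached at most a median of 1.11% of their Pima 3-79 level in a Pima-S6 FOV4 library (highest mean 13.6%). A share of 83.6% would be needed, although 1683 of the 1690 opposite genes moved toward the Pima 3-79 control level. Displaced Pima-S6 control libraries are not excluded. With Pima S-7 control libraries in their place the correlation across genes with the response of Pima 3-79 was still -0.28 (jackknife standard error 0.10). That value also holds any difference between Pima-S6 and Pima S-7 roots apart from FOV4, so it cannot decide this explanation. Without Pima-S6 control replicate 1, which lies apart, the correlation was -0.295 and the opposite calls numbered 496 and 732. A difference between the genotypes in how roots respond may account for the pattern, as a hypothesis found on these data for which only technical alternatives were tested. The amount of fungus in each root, which the table of cotton genes does not hold, stays untested.

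Pima-S6 control replicate 1 lay apart from replicates 2 and 3, and plants of differing genotype within the group are a possible explanation. Among Pima-S6 control libraries, 50 genes were on in 1 library and off in another, against 9, 12, 7 and 14 in 4 other groups and 60 in Pima 3-79 FOV4 roots, so that infected roots of another cultivar gave more. Few of the 50 set replicate 1 against both others (5 off and 6 on in it alone, against 1 and 0 for replicate 2 and 3 and 3 for replicate 3), and for Pima 3-79 FOV4 replicate 2 these were 1 and 20. The limit for this test was changed after the count was seen, from the highest of the other groups, under which the explanation would be excluded, to their median, under which it stays open. Other differences between the plants or libraries were not tested.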

How the results depend on the processing

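The settings 0.5 reads and 8 reads as the added value (0.5 reads was planned for the components), equal column totals, library weights, robust empirical Bayes and both libraries that lie apart left out (Pima-S6 control replicate 1 and Pima 3-79 FOV4 replicate 2) were added after seeing the data, and the others were set before the data were examined, except that the filters were put in terms of the values after call counts with a value of at least 1 and with no filter had been seen. In the planned comparisons of single genes, no gene called in the main fit or in the other setting reversed its direction. Sign changes of genes called in neither were not counted. With libraries left out, 9597 of 9870 kept their side of the threshold, 223 lost their call and 50 gained one, under the other planned settings 3871 of 4022 kept it, 119 lost and 32 gained, and under the added settings 2723 of 2820 kept it, 69 lost and 28 gained. The DESeq2 Wald test, the edgeR likelihood ratio test, the DESeq2 variance stabilizing transformation and thinning of counts were planned and not run, since they need counts. In the simulation, which held few changed genes and no depth classes, changes of 1.5 log2 units were recovered in 64.2%, 59.7% and 64.2% of cases in Pima 3-79, Pima S-7 and Pima-S6, and those of 3 units in 93.9%, 95.5% and 98.5%. Where a setting that leaves out a replicate number leaves 2 libraries in a group the spread is pooled over groups. For the changes in this part the cause was not tested, except that a stricter test or fewer libraries calls fewer genes by its construction.

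TREAT, which tests against a log2 fold change of 1, called 1971 genes higher and 2094 lower in Pima 3-79, 761 and 191 in Pima S-7 and 76 and 251 in Pima-S6. For the differences in response it called 147 and 650 for Pima-S6 against Pima S-7, 2605 and 2610 for Pima-S6 against Pima 3-79, and 836 and 270 for Pima S-7 against Pima 3-79. Pima 3-79 and Pima S-7 shared 533 higher and 65 lower, Pima-S6 and Pima S-7 shared 8 and 1, all 3 shared 0 and 1, and 55 and 150 were opposite in Pima-S6 and Pima 3-79. Of the GO lists it called 122 higher in Pima 3-79, 44 higher and 0 lower in Pima S-7, and 0 higher and 13 lower in Pima-S6, and of the genes of the text 0 higher and 0 lower in Pima S-7 and 0 higher in Pima-S6.

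The adjusted p alone called 7884 genes higher in Pima 3-79, 5407 in Pima S-7 and 2222 in Pima-S6. It gave 3063 higher in both Pima 3-79 and Pima S-7, 749 higher and 291 lower in both Pima-S6 and Pima S-7, 101 higher and 100 lower in all 3, 1576 and 1458 opposite, and 2 of the GO lists lower in Pima S-7. With only the libraries compared, 750 genes were higher in Pima-S6, 39 lower between control roots of Pima-S6 and Pima S-7, 38 higher in all 3, and of the GO lists 2 were lower in Pima S-7 and 3 higher in Pima-S6. On all genes passing the filter the first component held 45.4% of the variance, and the control to FOV4 distance of Pima-S6 was 0.618 of that of Pima 3-79, where it is 0.397 on 500 genes.

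Of the added settings, 0.5 reads as the added value gave 36 genes lower in all 3. With 8 reads, 2135 were lower in Pima S-7, 2143 higher between control roots of Pima-S6 and Pima 3-79, 2303 higher between FOV4 roots of Pima-S6 and Pima S-7, 960 lower in both Pima 3-79 and Pima S-7, 99 lower in both Pima-S6 and Pima S-7, 37 lower in all 3 and 0 of the GO lists lower in Pima S-7. Library weights gave 179 higher and 182 lower between control roots of Pima-S6 and Pima S-7, 133 higher and 144 lower in all 3, 271 lower in both Pima-S6 and Pima S-7, and 10 of the GO lists higher in Pima-S6. Without both libraries that lie apart, 96 were lower in all 3, 2 of the GO lists were lower in Pima S-7 and the correlation of Pima-S6 with Pima 3-79 was -0.26.

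Equal column totals gave 2166 higher and 5194 lower in Pima S-7 (29.4% in place of 47.1% higher), 3653 and 3053 for the difference of Pima-S6 and Pima S-7 (54.5% in place of 43.3%), 2718 and 4614 for that of Pima S-7 and Pima 3-79 (37.1% in place of 63.9%), 5338 and 2736 between control roots of Pima-S6 and Pima 3-79 (66.1% in place of 45.9%), 4974 and 3227 between FOV4 roots of Pima-S6 and Pima S-7 (60.7% in place of 46.5%), and 321 lower in both Pima-S6 and Pima S-7. They moved the median log2 fold change of all genes by -0.24, 0.14, -0.32, 0.24 and 0.19 in these comparisons and by -0.19 for the difference of Pima-S6 and Pima 3-79, and upper-quartile scaling moved it by -0.11 for that of Pima S-7 and Pima 3-79. The median of the xyloglucan transferases in Pima S-7 went from 0.02 to -0.01, -0.08 and -0.24 under median-of-ratios, upper-quartile and equal-total scaling.

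Leaving out each library, or each replicate number in all groups, gave ranges of 2215 to 3616 genes lower in Pima S-7, 490 to 1452 higher and 990 to 1943 lower in Pima-S6, 928 to 3471 higher and 1935 to 3962 lower for the difference of Pima-S6 and Pima S-7, and 2502 to 4441 and 1002 to 2557 for that of Pima S-7 and Pima 3-79. Between control roots the ranges were 15 to 92 higher and 25 to 104 lower for Pima-S6 and Pima S-7 and 2141 to 3483 higher for Pima-S6 and Pima 3-79, and between FOV4 roots 2155 to 3883 higher for Pima-S6 and Pima S-7. Shared by Pima-S6 and Pima S-7 were 143 to 368 higher and 45 to 200 lower, by all 3 cultivars 19 to 88 higher and 15 to 102 lower, and by Pima 3-79 and Pima S-7 870 to 2276 lower, and 328 to 953 and 553 to 958 were opposite. Of the GO lists 1 to 2 were lower in Pima S-7 and 2 to 8 higher in Pima-S6, and of the genes of the text 0 to 1 were lower in Pima S-7 and 4 to 8 higher in Pima-S6. Single libraries that moved a count by over 1.5 times were Pima 3-79 FOV4 replicate 2 (102 lower in all 3 without it), Pima-S6 control replicates 1 (496 opposite, 2 of the GO lists lower in Pima S-7), 2 (35 lower in all 3) and 3 (39), Pima-S6 FOV4 replicates 1 (37 higher and 33 lower in all 3, 103 lower in both Pima-S6 and Pima S-7, 3 of the GO lists higher in Pima-S6) and 2 (38 lower in all 3), and Pima S-7 control replicates 1 (42 higher and 43 lower against Pima-S6 control roots), 2 (38 and 44) and 3 (48 lower).

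The paper describes a randomized complete block design, and its text does not tie the numbers of the libraries to blocks, so replicate numbers were not taken to pair the samples. Correlations over 0.1 between libraries of the same number in different groups were found in 5, 6 and 15 of 15 pairs for replicates 1, 2 and 3. Between control and FOV4 libraries of the same number the correlations were 0.28, 0.104 and 0.332 in Pima-S6, where every library correlated best with its own number, as a hint from the data, 0.025, 0.04 and 0.21 in Pima 3-79 and 0.159, 0.033 and 0.321 in Pima S-7. With a replicate block, 5056 genes were higher and 6365 lower in Pima 3-79, 3097 and 3597 in Pima S-7, 1293 and 1988 in Pima-S6, and 87 and 106 between control roots of Pima-S6 and Pima S-7.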

Differences from the paper's values

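The 30 other settings named here were set before the data were examined, except that the filters were put in terms of the values after call counts under some of them had been seen, and no setting was chosen because it comes closer to the paper. The counts are at the thresholds the paper states, and the paper's text does not name its filter on low counts.

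For genes downregulated in Pima-S6 the paper's value is 2820, and 1818 were found here. Of the 30 other settings, 7 came within 1.5 times of it, namely upper-quartile scaling (1980), no filter on low values (1988), a value of at least 1 in at least 3 libraries (1965), the adjusted p alone (2550), a replicate block (1988), a depth class term (1958) and leaving out Pima 3-79 FOV4 replicate 2 (1943), and the others did not. Equal column totals (2200) and library weights (2078), chosen after seeing the values, did so too.

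For genes downregulated in Pima-S6 and Pima S-7 and not in Pima 3-79, the paper's value is 212, and 97 were found here. Of the 30 other settings the adjusted p alone (191) came within 1.5 times, and the others did not. Equal column totals (240), chosen after seeing the values, did so too.

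For genes upregulated in all 3 cultivars the paper's value is 105, and 65 were found here. The adjusted p alone (101), a replicate block (78), a depth class term (74), and leaving out Pima 3-79 FOV4 replicate 2 (88) or Pima-S6 FOV4 replicate 3 (81) came within 1.5 times, and the others of the 30 did not. For genes downregulated in all 3 cultivars the paper's value is 114, and 59 were found here. The adjusted p alone (100) and leaving out Pima 3-79 FOV4 replicate 2 (102) came within 1.5 times, and the others of the 30 did not. Library weights (133 and 144) and leaving out both libraries that lie apart (85 and 96), and for the downregulated genes equal column totals (81), came within 1.5 times and were chosen after seeing the values. How many of the paper's own genes these settings drop was not counted, since the list of its calls is not used here.

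For the MYB72 ortholog PimaS6.A01G062825, the paper's supplement gives log2 fold changes of 1.20515 in Pima 3-79, 1.52218 in Pima S-7 and -3.53169 in Pima-S6, and 0.71, 1.00 and -2.03 were found here. In Pima 3-79 a depth class term (0.82) and leaving out Pima 3-79 control replicate 3 (0.91), FOV4 replicate 3 (1.21) or all libraries numbered replicate 3 (1.41) gave values within 1 standard error, in Pima S-7 leaving out control replicate 3 (1.24), FOV4 replicate 3 (1.198) or all libraries numbered replicate 3 (1.44) did, and in Pima-S6 none of the 30 did. With 0.5 reads as the added value, chosen after seeing the values, all 3 did (0.95 in Pima 3-79, 1.77 in Pima S-7 and -3.13 in Pima-S6).

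The paper states that the genes of its Supplementary Figure S2 have a higher basal expression in Pima-S6, enhanced on infection. The figure's caption says that they were chosen as upregulated in Pima-S6 in these same control samples, so their direction there is not independent evidence. In control roots all 8 estimates were above those of both susceptible cultivars, with 3 of 8 called against Pima 3-79 and, by limma, none against Pima S-7 (2 at an unadjusted p under 0.05). On FOV4 treatment all 8 estimates in Pima-S6 were below 0, with 2 called lower.

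The paper states that PAL1 and PAL2 orthologs are overexpressed in Pima-S6 with respect to the susceptible cultivars. Of the 3 PAL genes of its text, PimaS6.A09G041328 was higher than in Pima 3-79 FOV4 roots by 2.01, PimaS6.A11G018686 was lower than in Pima S-7 and Pima 3-79 FOV4 roots (-1.08 and -1.37), and PimaS6.D11G014299 differed by -0.13 and -0.12. The differences in response run the paper's way for PimaS6.A09G041328 against Pima 3-79 (3.48) and, in a call that several single libraries end, against Pima S-7 (1.01), and for PimaS6.D11G014299 against Pima 3-79 (3.42). PimaS6.D09G038110, the PAL1 of Fig. 5A, rose in Pima-S6 (2.32, and 1.14 without Pima-S6 control replicate 1), and its response exceeded that of Pima 3-79 (5.79) and was not called against that of Pima S-7 (1.41), while its FOV4 roots were not called against Pima S-7 or Pima 3-79 (-0.09 and 0.81). The order of PimaS6.A11G018686 in Fig. 5A is the order of the log2 fold changes found here (1.399 in Pima S-7, 0.99 in Pima-S6 and 0.19 in Pima 3-79). By RT-qPCR, the paper also reports PAL2 and PDR12 as enhanced in non-infected Pima-S6 roots, and CM and PAL1 as not significantly different. In the control roots here, 0 of the 9 tested PAL, CM2, CHS and PDR12 genes of its text were called against Pima S-7. Against Pima 3-79, 7 of them were lower in Pima-S6. RT-qPCR is another measure, and whether it used the same plants is not clear from the paper's text.

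The paper states that 2 EIL3 orthologs are upregulated in Pima-S6 in response to FOV4 compared with the susceptible genotypes, and that CHS transcript levels are enhanced in Pima-S6. In Pima-S6, EIL3 PimaS6.A05G000768 had a log2 fold change of 0.98, was called by the adjusted p alone and without Pima-S6 control replicate 1, Pima-S6 FOV4 replicate 3 or all libraries numbered replicate 3, and was also called with a smaller added value, with library weights and without both libraries that lie apart, which were chosen after seeing the values, while EIL3 PimaS6.D05G005788 was called (1.08). The response of PimaS6.A05G000768 in Pima-S6 exceeded that of Pima 3-79 (2.73) and was not called against that of Pima S-7 (0.69), and that of PimaS6.D05G005788 exceeded both (3.455 and 1.30). CHS PimaS6.A08G034631 had 1.08 with an adjusted p of 0.0603 (called without Pima 3-79 control replicate 1 or 3), CHS PimaS6.A12G026213 did not reach the lowest value tested and was called in the paper's direction (1.51) with no filter on low values or with a value of at least 1 in at least 3 libraries, and the other CHS genes were called (1.66 and 2.16).

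The paper states that 2 BGLU40 genes have higher transcript levels in Pima-S6, and its Fig. 5A labels 1. In FOV4 roots BGLU40 PimaS6.D13G046765 exceeded Pima 3-79 by 1.14 and Pima S-7 by 0.75, under the fold threshold (called without all libraries numbered replicate 3), and its response in Pima-S6 exceeded that of both (3.84 and 1.37).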

Other observations

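The split counts in this part were planned, and the levels of the libraries that lie apart were looked at after the result was seen. Genes that belong to green tissue were measured in these roots. The photosystem II gene PimaS6.A04G084544 went from 0.13 ± 0.14 to 16.8 ± 0.31 in Pima 3-79 (log2 fold change 4.69, standard error 0.49) and from 0.27 ± 0.28 to 3.40 ± 1.93 in Pima S-7 (log2 fold change 2.19, standard error 0.49), and was at 0.48 ± 0.84 and 0.17 ± 0.15 in Pima-S6 (SD, n = 3 each). The light harvesting gene PimaS6.D11G011606 rose in Pima 3-79 (log2 fold change 2.92, standard error 0.39) and Pima S-7 (log2 fold change 1.92, standard error 0.39), and is listed at 0 in all 3 Pima-S6 FOV4 libraries. The study chose both groups on the Pima 3-79 libraries. Only 5 of 12 genes of the photosystem II group and 4 of 18 light harvesting genes were tested. Those near 0 in control roots could pass the filter only through FOV4 libraries, which favors rises.

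Of the genes of leaf senescence, chosen by the study on the Pima 3-79 libraries, 11 of 11 tested rose in Pima 3-79 and 9 in Pima S-7, and of those of root development, chosen likewise, 9 of 9 and 5. The senescence gene PimaS6.A06G072871 went from 67.1 ± 8.66 to 300.8 ± 127 in Pima 3-79 and from 45.2 ± 5.27 to 195 ± 94.7 in Pima S-7, with log2 fold changes of 2.07 and 1.99, and was at 25.4 ± 8.23 and 50.1 ± 21.9 in Pima-S6 (SD, n = 3 each). PimaS6.D06G068892 of the same group rose in Pima 3-79 (log2 fold change 2.02, standard error 0.22) and fell in Pima-S6 (log2 fold change -1.05, standard error 0.22). The root development gene PimaS6.D01G050334 went from 19.2 ± 0.70 to 66.8 ± 10.7 in Pima 3-79 and from 26.5 ± 6.70 to 58.7 ± 10.7 in Pima S-7, and was at 30.6 ± 1.60 and 26.6 ± 3.48 in Pima-S6 (SD, n = 3 each).

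For comparisons of 3 libraries with 3, the 10 possible splits are too few for a share under 0.05. In each, 1 split of 10, the real one, called as many genes as the real split. Every other split mixes both groups on each side, so low counts are built in, and no verdict on chance is drawn from them. The real split and the highest other gave 11227 and 3 genes for the FOV4 response of Pima 3-79, 6384 and 0 for that of Pima S-7, 2976 and 2 for that of Pima-S6, 149 and 0 between control roots of Pima-S6 and Pima S-7, 7228 and 1 between control roots of Pima-S6 and Pima 3-79, 7882 and 1 between FOV4 roots of Pima-S6 and Pima S-7, and 11523 and 0 between FOV4 roots of Pima-S6 and Pima 3-79.

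Across genes, the response of Pima-S6 to FOV4 had a correlation of 0.50 with the difference between Pima 3-79 and Pima S-7 control roots. Without Pima 3-79 FOV4 replicate 2, which scored lower than the other replicates on the first component, 5286 genes were higher and 7090 lower in Pima 3-79.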
